# Adaptation of a Bioinformatics Microarray Analysis Workflow for a Toxicogenomic Study in Rainbow Trout

**DOI:** 10.1371/journal.pone.0128598

**Published:** 2015-07-17

**Authors:** Sophie Depiereux, Bertrand De Meulder, Eric Bareke, Fabrice Berger, Florence Le Gac, Eric Depiereux, Patrick Kestemont

## Abstract

Sex steroids play a key role in triggering sex differentiation in fish, the use of exogenous hormone treatment leading to partial or complete sex reversal. This phenomenon has attracted attention since the discovery that even low environmental doses of exogenous steroids can adversely affect gonad morphology (ovotestis development) and induce reproductive failure. Modern genomic-based technologies have enhanced opportunities to find out mechanisms of actions (MOA) and identify biomarkers related to the toxic action of a compound. However, high throughput data interpretation relies on statistical analysis, species genomic resources, and bioinformatics tools. The goals of this study are to improve the knowledge of feminisation in fish, by the analysis of molecular responses in the gonads of rainbow trout fry after chronic exposure to several doses (0.01, 0.1, 1 and 10 μg/L) of ethynylestradiol (EE2) and to offer target genes as potential biomarkers of ovotestis development. We successfully adapted a bioinformatics microarray analysis workflow elaborated on human data to a toxicogenomic study using rainbow trout, a fish species lacking accurate functional annotation and genomic resources. The workflow allowed to obtain lists of genes supposed to be enriched in true positive differentially expressed genes (DEGs), which were subjected to over-representation analysis methods (ORA). Several pathways and ontologies, mostly related to cell division and metabolism, sexual reproduction and steroid production, were found significantly enriched in our analyses. Moreover, two sets of potential ovotestis biomarkers were selected using several criteria. The first group displayed specific potential biomarkers belonging to pathways/ontologies highlighted in the experiment. Among them, the early ovarian differentiation gene *foxl2a* was overexpressed. The second group, which was highly sensitive but not specific, included the DEGs presenting the highest fold change and lowest p-value of the statistical workflow output. The methodology can be generalized to other (non-model) species and various types of microarray platforms.

## Introduction

### 2.1 Intersex in wild fish exposed to ethynylestradiol

The issue of increased reproductive failure and intersexuality in wild fish due to the release of endocrine disrupting compounds (EDCs) in surface waters by sewage has attracted much attention in the scientific community over the last 20 years. Of great concern is the ability of very low doses (in the range of ng to μg/L) of xenoestrogenic substances (molecules that mimic the natural estradiol) to alter gonad morphology, typically manifesting as the development of oocytes within a functional testis (ovotestis) [1–3]. This feature has been correlated with reproductive dysfunctionalities and decreased population fitness in several fish species [4,5]. The impact of these compounds varies depending on the potency of the molecule, the synthetic estrogen ethynylestradiol (EE2) being in vivo the most potent [6] among the different EDCs, the duration of exposure and the species sensitivity. Many studies have reported testis-ova development and the phenomenon has been observed in all industrialized countries [7,8], but few studies have tackled the mechanisms underlying this phenomenon. Testis-ova and morphological disruptions are effective criteria that can be used to identify exogenous estrogen exposure [9]. However, their detection requires laborious histological analysis, with a limited area for investigation in the gonads, which thus renders the analysis unsuitable for quantitative evaluations. In this context, the use of marker genes expressed in correlation with testis-ova development may provide early signature of gonad morphological disruptions and help in facilitating the environmental monitoring of xenoestrogenic exposure. The selection of such marker genes relies on their sensitivity and specificity to the observed alterations at the morphological level. High throughput technologies and molecular biology offer reliable techniques for the detection of these physiological perturbations. Over the past decade, microarrays have been proven as efficient tools to determine the molecular mode of action (MOA) of environmental pollutants and to identify biomarkers as indicators of exposure for ecological risk assessments [10,11].

Since the establishement of molecular biomarkers, especially transcriptomic alterations, as early-warning signals of contaminants exposure, is needed in environmental monitoring programs, this approach is increasingly used in ecotoxicological studies, and named « (eco)toxicogenomic » [12]. Despite the gap between genomic knowledge regarding fish and mammals, several studies have used microarrays on fish (including orphan species) as model organisms, especially to monitor the impact of EDCs on gene expression patterns [11,13–16]. Microarrays are very powerful tools that can be used to measure the expression of thousands of genes or the whole transcriptome of an organism, in one single experiment, and the resulting expression profile can be compared under many experimental conditions. This technique has been widely used since the 1990’s and a considerable amount of data has been generated for an increasing range of species.

### 2.2. Statistical considerations

It is not simple to process datasets from microarray analyses due to the multiple levels of analysis and interpretation, from pre-treatment of the rough data to the filtering of statistically significant hits at the gene and gene-set levels. The different methods proposed and their different parameterisations can be combined into millions of analysis workflows that lead to different lists of significantly detected genes. While this technology offers great potential for generating data, several limitations should be considered during analysis of that data downstream, some of which are common to all fields of investigation and others that are more specific to surveys conducted on fishes.

First of all, as one statistical test is performed for each gene, thousands of tests are performed on a single array, which generates a very large number of false positive and false negative DEGs. Furthermore, the typically low numbers of replicates, given the cost of the technology, affects variance estimations. To circumvent the statistical limitations associated with the size of the datasets, the strictness of the threshold used to filter significant genes is increased as the number of replicates decreases [17]. However, a stricter threshold (type I error) decreases the power of the test (type II error), thereby increasing the rate of false negatives and limiting the detection of DEGs to those that are most obvious. Many authors have significantly improved the performances of such statistical analyses by solving methodological issues [18–20], and several performance benchmarks have been implemented to rank these methods [21–23]. However, the low positive and negative predictive power still remains a major issue [23].

Second, downstream data analysis and interpretation rely heavily on the availability/quality of knowledge resources for the genome of the species studied. In particular, the annotation of the probes and the amount of genomic knowledge, including ontologies and pathways, determine downstream data contextualisation. Nowadays, the constant evolution of genomic resources and the implementation of public databases have considerably improved the potential to infer and describe gene and protein networks, and shed light on their effect on patterns observed. Though such tools have been extensively used and validated in human-related genome-wide studies, the annotation/contextualisation of datasets regarding less studied organisms is more questionable. As an example, the full genomes of five fish species have been sequenced (namely zebrafish *Danio rerio*, stickleback *Gasterosteus aculeatus*, tetraodon *Tetraodon nigroviridis*, medaka *Oryzias latipes* and Fugu *Takifugu rubripes*) [24] and the sequencing of the genome of other species is still in progress (*e*.*g*. rainbow trout *Oncorhynchus mykiss*). However, genomic studies on fishes still suffer from the lack of a unified, exhaustive and validated source of knowledge compared to humans or rodents. The main bottleneck of the analysis/interpretation process is the quality of current genome annotations available for fishes. Nevertheless, we show here that existing tools can be adapted to fish, provided that their limitations are taken into account.

Third, besides statistical analysis issues, the biggest challenge in microarray data analysis is to cope with a large amount of data (several thousands of candidate genes) that often prevents validation of the results using other techniques, thus opening the way to too many hypotheses for further studies. Several visualisation techniques have been developed to aid in this analytical process, such as hierarchical and k-means clustering, principal component analysis or co-expression networks [25–27]. Among them, DAVID [28] performs a test derived from the Fisher Exact Test, called EASE. The enrichment p-value calculation (EASE-score) adapts the Fisher exact probability to the particularities of microarray data, with penalisation of the p-value for categories represented by only a few genes [29]. As highlighted by the growing number of dedicated software (i.e. DAVID/EASE [28,29], GoMiner [30], FatiGO [31], GenMAPP [32]), this approach is now currently used in microarray studies, due to its extraordinary potential to enhance the whole dataset analysis. However, the relevancy of absolute p-values remains questionable, as we will point out in the discussion section.

Though any of these methods alone can solve the statistic issue presented above when applied to experiments generating large lists of DEGs, we have described workflows [33–35] that progressively filter the output of the statistical analyses. The first goal is to focus on likely true positives in order to find meaningful biological signatures (stringent statistical thresholds and intersection of gene lists) and the second is to gather likely false negatives, in order to detect ontologies or pathways potentially involved (by relaxing the statistical thresholds and considering the union of gene lists).

### 2.3. Model organism

Rainbow trout is one of the most widely used fish species in ecotoxicology and constitutes a model organism in fish reproductive physiology. Sex determination is genetically controlled by a male heterogamety system (XX–XY), with a main male gene *Sdy* recently identified by Yano et al. [36]. Sex reversal occurs under massive exogenous hormone exposure. Moreover, in a previous study, we have shown that juvenile male rainbow trout developed testis-ova under chronic exposure to low doses of EE2 (10 and 100 ng/L). Measurement of the expression of key genes in gonads indicated that markers of testis development (*dmrt1* and *Sox9a2*) were down-regulated by the treatment, while the estrogen-responsive vitellogenin marker was strongly up-regulated [37]. Moreover, the rainbow trout genome is sequenced and a specific microarray is available [38]. Thus, a whole-genome analysis was done to gain insight into these mechanisms.

The goal of this study was to provide new insights on the feminisation induced by estrogenic substances in fish, at the transcriptomic level, through a microarray analysis of the gonad gene expression responses after chronic exposure to several doses of the potent xenoestrogen ethynylestradiol (EE2). Moreover, we aimed at offering new target genes as potential biomarkers of the ovotestis condition, to aid in the environmental monitoring of xenoestrogenic exposure in fish. To this end, we adapted a microarray analysis workflow that was previously validated on human cancer data [33–35] to toxicogenomic data using the rainbow trout as the model organism. This workflow included gene ontology and pathways mapping which are useful tools to retrieve biological meaning from large gene lists generated by microarray studies.

## Material and Methods

### 3.1. Ethics Statement

The experiment was performed according to European and national legislation for fish welfare and was approved by the University of Namur Ethics Committee (Agreement number LA 1900048; FUNDP consent 10/149).

### 3.2. Animals and hormonal treatment

The experimental method was previously described in details in Depiereux et al., [37]. Briefly, all-male rainbow trout (*Oncorhynchus mykiss*) fry were exposed from the onset of first feeding [Day 0 = D0 at 60 days post-fertilisation (dpf) to 136 dpf] to 5 nominal concentrations of 17α-ethynylestradiol (purity ≥ 98%, Sigma-Aldrich, Germany): 0 (solvent control), 0.01 μg/L, 0.1 μg/L, 1 μg/L and 10 μg/L, with 3 tanks per condition. The actual EE2 concentrations were measured in each tank at 6 time points using the Quantitative Ethynylestradiol Enzyme Immunoassay (EIA) Kit (Marloie, Belgium) according to the manufacturer’s instructions. Mean concentrations of EE2 ± SD were 0.08 ± 0.06 μg/l; 1.62 ± 1.74 μg/l and 9.88 ± 5.06 μg/l. The 0.01 μg/l EE2 concentration was under the detection limit (set at 0.02 μg/l). At the end of the exposure time, fish were anesthetized with MS-222 (140 mg/L) and sacrificed via incision of the spine. Thereafter, gonads were collected from all fish, immediately frozen in liquid nitrogen and stored at -80°C until RNA extraction. Gonads from 10 fish were pooled to reach enough material for further analyses.

### 3.3. Histological analysis

An histological analysis was previously made to investigate gonad morphological perturbations induced by the treatment [37]. Whole gonads investigation was done to make sure ovotestis can be detected by the observation of at least 6 transversal section planes taken over the entire gonad. Intersex gonads were found from the first concentration used (0.01 and 0.1μg/L), and complete sex reversal at the highest doses (1 and 10 μg/L). Based on the results obtained, gonads morphologies were classified into 4 classes as follows: testicular (gonads displaying the histological features of a differentiated yet immature testis), ovotestis (phenotype characterised by the presence of oocytes within the testis), and ovarian-like (gonads displaying the characteristics of an immature ovary). Several fish displayed an altered testicular morphology. These results are summarised in Table 1 (see results section).

**Table 1:** Summary of the histological results obtained in a previous study [37]. The results are presented as the percentage of gonad phenotypes observed in each concentration of EE2 tested. All the control fish displayed immature testes. Morphological disturbances were observed from the first concentration used (0.01 μgEE2/L) and complete sex reversal was observed from the 0.1 μgEE2/L concentration. Gonads morphologies were classified into 4 classes as follow: testicular (gonads displaying the histological features of a differentiated yet immature testis), ovotestis (phenotype characterized by the presence of oocytes within the testis), and ovarian-like (gonads displaying the characteristics of an immature ovary). Several fish displayed an altered testicular morphology.

Phenotype	EE2 concentration (μg/L)				
	0	0.01	0.1	1	10
Testicular	100	37	0	0	0
Ovotestis	0	48	40	0	0
Ovarian-like	0	5	30	89	100
Altered testicular	0	10	30	11	0

### 3.4. cDNA microarray experiment

The analysis was performed on a one-color 8x60K oligonucleotide array (Agilent Technologies: GPL15840) designed by the INRA-LPGP microarray platform (Beaulieu Campus, Rennes, France).

#### 3.4.1. RNA extraction and labelled cDNA synthesis

Total RNA was extracted from the gonads (n = 6; 2 pools of 10 pairs of gonads per tank, 3 tanks per condition) using TRIzol reagent (Invitrogen, Life Technologies Europe B.V., Ghent, Belgium) as described previously (Baron 2005). The total RNA concentration was determined using an ISOGEN NanoDrop 2000c spectrophotometer (Wilmington, Delaware, USA) and RNA quality was controlled on a Bioanalyzer 2100 (Agilent). Only samples with a RIN (RNA Integrity Number) >8 were kept for further analysis. Labeled cDNA (using Cyanine-3) was synthesised, purified, quantified and prepared for hybridisation following the Agilent protocol [38].

#### 3.4.2. Microarray hybridisation and raw data production

The samples were hybridised on the microarray slides with incubation at 65°C for 17 hours in a hybridisation chamber (Agilent). The slides were scanned and pre-processed (signal background corrections) using Agilent’s High-Resolution C Scanner. Raw data are available in S1 Dataset.

#### 3.4.3. Statistical analysis

The data analyses were performed using the R statistical software version 2.15.3. available on the R-Project repository (http://cran.r-project.org) and a set of packages available in the Bioconductor repository (http://www.bioconductor.org). Brief descriptions of the different steps of the analyses are provided below. Detailed scripts are presented in S1 Script.

The first steps were pre-processing and normalisation procedures, in which the expression values of the one-color microarray were first submitted to quantile-quantile normalisation using the normalize.quantile function in the preprocessCore package. Normalised data are available in S2 Dataset. Detailed script is available in S1 Script.a.

In a second step, an analysis of variance (ANOVA) was conducted on the normalized data. Variations in expression levels between replicate tanks (3 tanks per condition) were performed by pair-wise comparisons in R using the lmFit function in the Limma package available in Bioconductor (S1 Script.b.). We then performed a one-way ANOVA, with the EE2 concentration as the criterion, using the lmFit function of the Limma package (S1 Script.c).

The third step consisted on post-hoc comparisons. A post-hoc evaluation was performed using Scheffe’s method with the makeContrasts() and eBayes() functions provided in the Limma package (10 contrasts comparing all experimental conditions). The results were summarised using decideTests() and summary() (number of significant genes positively or negatively regulated for each evaluated contrast). The Benjamini-Hochberg procedure was used to adjust the p-values (correction for multiple tests) [39]. For each contrast, topTable() was used to extract top-ranked genes and relevant statistics (logFC, Average Expression, t statistic, p-value, adjusted p-value, B statistic) (S1 Script.d). More details are available in the R documentation file.

Following post-hoc comparisons, an analysis of intersections between selected contrasts was done. The set of common DEGs (S1 Script.e) between the top table of contrasts was defined using the intersect() function of the R package 'stat'. MAC OS 2011 (14.2.4) Excel software was used to select genes specific to a given intersection, by deleting those that were also differentially expressed in the other contrasts (see methodology for details).

The next step was devoided to the annotation of the array. There is no consensus for annotation of the Agilent 60K array. Bioinformatics tools have specific requirements with regards to gene identifiers (IDs) and traditionally need homogenous and unique identifiers. In addition, the annotation of nucleotides sequences continues to improve and can substantially differ within several months (regular updates). Therefore, the most recent annotation should be used to ensure the accuracy of the analysis. Ensemble gene IDs for *Danio rerio* (ENSDARG) were used to submit queries to the DAVID pathway analysis interface. The most recent gene symbols were used to analyse the data with EASE. The latest release of the trout INRA-Sigenae program (http://www.sigenae.org/, January 2013) was used to annotate the data using the UniProt [40] and e!Ensembl [24] databases.

When all DEGs with accurate annotation were obtained, a step of data visualisation was performed. We used a set of bioinformatics tools for the downstream analysis of differential expression to examine the biological context specific to the different levels of organisation (gene expression, pathways, ontologies), guided by the significance of the sets of DEGs tested. First, hierarchical clustering was performed using Cluster 3.0 (C clustering library 1.49) on the DEG highlighted by the statistical gene analysis (ANOVA) (available on http://bonsai.hgc.jp/~mdehoon/software/cluster/software.htm). The parameterisation of the hierarchical clustering was defined (i) to use the log-level procedure, (ii) to center the genes and arrays on zero, (iii) to cluster both genes and arrays, and (iv) to use the centroid linkage (average linkage) as the distance metric. The Java TreeView software (version 1.1.6r2) [41], available on http://jtreeview.sourceforge.net/ was used to visualise the results. A gene list was submitted to the tools available on the DAVID web interface (Database for annotation, Visualisation and Integrated Discovery)(http://david.abcc.ncifcrf.gov/home.jsp) [28,42], to identify and illustrate pathways defined in KEGG (Kyoto Encyclopedia of Genes and Genomes) as describes previously [33]. The background population was defined based on the genes targeted by the Agilent rainbow trout 60K array. A gene list was submitted to the EASE software (Expression Analysis Systematic Explorer), version 2.0 available on the DAVID website [29]. EASE is standalone software covering a wider range of gene identifiers (as compared to DAVID tools), and is able to handle the heterogeneous Swissprot annotation (orthologs from several species). Gene symbols were entered into EASE to proceed with the analysis of over-represented categories (the basic analysis was run on a non-redundant fully annotated data table). The quality of the analysis was illustrated in R with volcano-plots (p-value vs. fold-change).

The raw data and a normalised expression file are available through the accession number GSE58519 at the GeneOmnibus public data repository (http://www.ncbi.nlm.nih.gov/geo/).

#### 3.4.4. Validation of microarray data by real-time quantitative PCR experiment

Six genes among the oligonucleotides spotted on the chip, known as markers of early testicular development (*sox9a2*, *dmrt1*, *cyp11b*) or for their altered expression following estrogenic treatment (*vtg*, *esr1a*, *esr2b*) were selected for further analysis by real-time PCR, in order to validate the gene expression patterns obtained through the microarray approach. Real-time PCR analyses were performed as previously described [37]. Briefly, RNA was collected, purified, quantified, and stored as described in “RNA extraction” above (section 4.3.1.). Following extraction, samples were treated with DNAse (DNA-free kit, Ambion, Austin,USA) to avoid DNA contamination, following the manufacturer’s instructions. To obtain cDNA, 4 μg of total mRNA was reverse-transcribed using the RevertAid H Minus First Strand cDNA Synthesis Kit (Fermentas, Germany) according to the manufacturer’s directives. All samples and standards were compared with a negative reverse transcriptase control to ensure primer specificity (validation of CT values) and check we avoid genomic DNA amplification. Moreover, each plate contained water samples to serve as blanks. Specific validated primers were used for the 6 genes as described in Depiereux *et al* [37]. All primers were purchased from Eurogentec (Seraing, Belgium). Real-time PCR was performed in 20 μl (5 μl of cDNA, 2.5 μl of each primer at 500 nM, 10 μl MasterMix 2x) with SYBR Green (Applied Biosystems, Foster City, California, USA) as an intercalating agent. Each measurement was performed in duplicate. The PCR conditions were: 10 min at 9503B0043C, 40 cycles: 15 sec at 95°C, 1 min at 60°C. Relative quantifications were established by the comparative CT method (also known as the 2-ΔΔCt method) [43]. Relative gene expressions were calculated as the fold change in gene expression normalised to an endogenous reference gene (*hprt1*, previously validated for this experiment [37]) and relative to the untreated control (0 μg/L EE2), following these equations: ΔΔCt = (CT_Target_−CT_Housekeeping_)_Test_−(CT_Target_−CT_Housekeeping_)_Control_, and Fold change = 2^-ΔΔCt^. For the 6 genes tested, the correlation between differential gene expression generated through real-time PCR and microarray approaches was obtained by comparing mean values of 6 replicates per conditions in the 4 condition tested (the 4 concentrations; 0.01; 0.1;1;10 μgEE2/L). The significance threshold for n = 4 and p<0.01 is set to 0.72 [44].

## Methodology

In this section, we describe the specific development of the microarray analysis workflow to fit the particularities of the data collected. The workflow here, which was adapted from a workflow developed by our team on human Affymetrix platforms [33,34] and successfully adapted to another study [35] upon the same platform, was designed to handle a more complex experimental design (number of conditions) and the downstream annotation/pathway analysis which required that the specificities of fish species and the availability of genomic knowledge resources be taken into account.

Progressive filtering procedures were applied to the raw dataset obtained from a microarray study to restrict the size of the gene lists and to enrich them in true positives and biologically relevant DEGs (Differentially Expressed Genes). In summary, the workflow includes (i) the analysis of pre-treated data by (ii) clustering, then by (iii) one-way ANOVA followed by Scheffe post hoc pairwise comparisons. Thereafter, (iv) biologically relevant sets of contrasts and gene list intersections are selected at different levels of stringency. The remaining gene lists, which are supposed to be enriched in true positive DEGs, are (v) submitted to over-representation analysis methods (ORA). The workflow is summarised in S1 Fig.

- The raw data were pre-processed to remove biases due to technical errors and normalised to correct individual hybridisation signals. The first steps (including background corrections) are platform specific [45] and the Agilent technology provides accurate tools to improve the quality of the data from the raw output [46]. We then started with the gProcessedSignal data Agilent files. Normalisation is an important step that balances several replicates appropriately to allow for meaningful biological comparisons of expression levels. Several methods have been developed to normalise the data. We selected the quantile normalisation procedure that has been used extensively by the scientific community to scale datasets generated with one-color microarray platforms [47]. This method defines a shared distribution of mean intensity values computed from the quantiles of array-specific distributions of intensity values [48] and has been reported to ensure robust downstream statistical comparisons between arrays [47,49].
- The use of visualisation methodologies that sort the DEGs by expression profile, such as clustering methods [25] (see results), greatly helps reorder the dataset and focus on interesting groups of genes, but leaves the unsolved problem of low predictive power or even increases the risk of misinterpretation of the results. Moreover, in our analysis, the number of DEGs was often too high to successfully use this procedure, as the clusters identified displayed so many genes that it was impossible to treat them manually.
- As described above in the introduction, statistical analysis of microarray data is a non-trivial task and caution is required when performing this critical step. Most of the top-ranked methodologies involve optimisation of the variance estimation by sharing information across genes (i.e. the Shrinkage t [19], Windows t [50], Regularized t, Moderated t [51], etc.). In our case, the experimental design involved more than 2 factor levels (5 concentrations). To handle this design, we selected the Limma R package [51] that implements generalised linear models using an empirical Bayes model to assess moderated t and F statistics. Limma can be used to analyse both single and dual color microarray experiments. In addition, our previous benchmarks performed on a simulated dataset containing real data (biological variance) illustrated the quality of the results provided by Limma, which ranked second among 8 methodologies tested [23]. To increase the predictive power of the analysis, we conducted experiments with n = 6 in each condition. However, for n = 6 and for a fold change of -0.46 ± 3.86, approximately 80% true positives (i.e. 20% false negatives) were found in gene lists contaminated by 50% false positives [23]. Several filters were applied with varying stringency to focus on the more interesting genes (among the thousands of DEGs from the statistical output). The first filter operated on all DEGs revealed by the ANOVA was to apply Scheffe’s post hoc pairwise comparisons between the experimental conditions.
- To pursue the filtering, we selected sets of genes from the intersection of top gene lists, as reported by Pierre *et al*. on human cancer studies [33–35]. The principle of this approach was to improve the accuracy of the analysis by picking differentially expressed genes from intersections of gene lists obtained by pairwise comparisons. This strategy was applied on the list of DEGs inferred from the tested contrasts, thus the intersecting gene list that compares control and EE2-treated samples with the 0.01 μg/L and 0.1 μg/L concentrations (see Results section). Adjustment of the stringency of thresholds and intersections produced larger or shorter gene lists, depending on the bioinformatics tools used downstream, some of which take advantage of larger sets to minimise the number of false negatives, while others use smaller sets to minimise the number of false positives.
- The next step performed to further enrich the list of DEGs with true positives used over-representation analysis methods (ORA). These methods identify sets that are the most significantly observed in the top list of differentially expressed genes, compared with any other gene-set definition. Such sets of genes are defined based on criteria of interest for annotation and interpretation of the results (Ontology, Pathways, Transcription factor targets…). We previously used DAVID [28] to analyse the representation of pathways on cancer datasets and reported the discovery of the implication of several pathogen recognition pathways [33,34] and the spliceosome [35] in the metastatic phenotype under hypoxia. Enrichment analysis tools start with definition of the appropriate sets of genes (pathways, ontology,…), followed by comparison of (a) the number of member genes called differentially expressed for each gene set of interest with (b) the expected number of genes that would be detected by chance.

## Results

### 5.1. Hierarchical clustering on the whole dataset

From the statistical analysis, 29,250 probes (20,718 non-redundant) appeared as differentially expressed (DEGs) in at least one tested condition (p < 0.05). 

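The expression data came from gonads of all-male rainbow trout exposed to the solvent alone or to 0.01, 0.1, 1 or 10 μg/L of ethynylestradiol (EE2), a synthetic oestrogen. Each of the 5 groups consisted of 3 tanks with 2 pools of gonads per tank. The RNA of each pool was hybridised to 1 single-color Agilent array, which gave 6 arrays per group and 30 arrays in all. The authors read the scanned arrays with Agilent's Feature Extraction software, and the deposited scanner output holds a background-adjusted processed signal, an intensity on a linear scale that was not normalised between arrays. From this signal, control spots were left out and the spots of a probe were averaged. A spot marked as an outlier, of which an array had a median of 6, was left out where another spot of the same probe remained. The log2 of the signal was taken, and the 30 arrays were brought to a shared distribution by quantile normalisation, as in the methods. A linear model with 1 mean per concentration was fitted to all 60195 probes with limma, and p-values from its moderated F test and from 10 contrasts were adjusted by the Benjamini-Hochberg procedure with a threshold of 0.05. Between 75.4 and 88.1% of the probes were well above background on an array (median 81.3%), and 0 probes were saturated. The 75th percentile of the processed signal ranged from 359 to 1238 intensity units, with a median of 808, so the arrays differed in brightness before normalisation. The 4 slides each held arrays of all 5 groups, and the slide had an adjusted p below the threshold for 55 probes in limma. An array measured a pool, so the spread between arrays of a group is the spread between pools and not between fish. The concentration was set by tank, and the fit takes the 6 arrays of a group as independent although they come from 3 tanks. The mean of the pools of a tank was tried as an alternative. The number of tanks and of arrays limits the precision of each mean. The array files name most probes by the identifiers of the array design, so the results were counted in probes, which carry 60190 distinct names.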

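The moderated F test over the differences from the control gave an adjusted p below the threshold for 29919 probes, or 49.7% of the array. At a threshold of 0.01, 21378 probes remained. At least 1 of the 4 contrasts against the control called 32626 probes, of which 27824 were also past the F test. All 4 contrasts called 3743 probes. Weighting each array by its quality in limma moved the number of probes past the F test most, to 39909. The processed log2 values that the authors deposited for the same arrays gave 29841 probes.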

In order to visualize these DEGs, a hierarchical clustering of the selected genes has been performed in Fig 1. It is interesting to note that EE2 concentration (columns) is associated with specific patterns of gene expression. By cutting the y-axis under the second level, we outlined three clusters: (i) the first cluster included the controls and the 0.01 μgEE2/L concentration; (ii) a second cluster grouped 4 samples of the 0.1 μgEE2/L concentration and (iii) a third contained two 0.1 μgEE2/L samples and all replicates at the higher concentrations (1 and 10 μgEE2/L). 

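The 30 arrays were clustered over the probes past the F test, with 1 minus the Pearson correlation as the distance and average linkage, and the tree was divided into 3 clusters. The 6 control arrays and the 6 arrays at 0.01 μgEE2/L fell into the same cluster. Another cluster held 4 arrays at 0.1 μgEE2/L, and the last held replicates 2 and 5 at 0.1 μgEE2/L with all arrays at 1 and 10 μgEE2/L. Centroid linkage, the use of all probes, arrays that were not centred and scaling to the 75th percentile gave the same division, with all 30 arrays in the same clusters. With the Euclidean distance, all 6 arrays at 0.1 μgEE2/L were grouped with the higher concentrations. The remaining clusters then held 4 controls with 1 array at 0.01 μgEE2/L and 2 controls with 5 arrays at 0.01 μgEE2/L. A pair of arrays had a dim region in the middle. On replicate 4 of the control and replicate 1 at 0.1 μgEE2/L, 19.7% and 20.0% of the 14768 probes in the middle 4 of 16 blocks lay over 4-fold below the group median. Outside the middle, these shares were 0.255% and 0.0748%, and the highest share in the middle of the other 28 arrays was 0.806%. Over the probes outside the middle, a setting chosen after these regions had been seen, all 6 arrays at 0.1 μgEE2/L formed a cluster of their own.

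**Figure D1:**
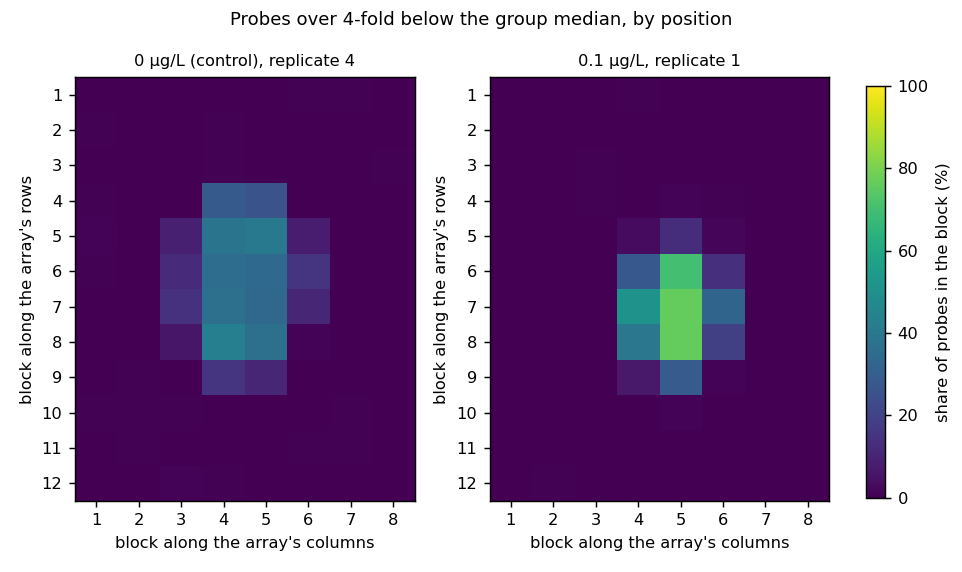
Percent of probes over 4-fold below the group median in each of 96 blocks of the array, by row and column of the array, for replicate 4 of the control and replicate 1 at 0.1 μgEE2/L. The highest block reaches 43.1% on the control array and 76.4% on the other.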

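Among the probes past the F test, the mean over the arrays at 1 and 10 μgEE2/L was higher than the mean over the arrays at 0.01 and 0.1 μgEE2/L for 15510 probes and lower for 14409. The difference between these means was at least 2-fold for 2037 of the former and 2708 of the latter. Every probe falls on either side of 0 by this count, which is a description of the direction and not a test of each probe.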

At the gene level (rows), two major clusters appeared with genes under or over expressed between the low (0.01, 0.1 μgEE2/L) and high (1 and 10 μgEE2/L) concentrations. As stated above, this huge gene list required further refinements in order to be interpreted.

**Fig 1:**
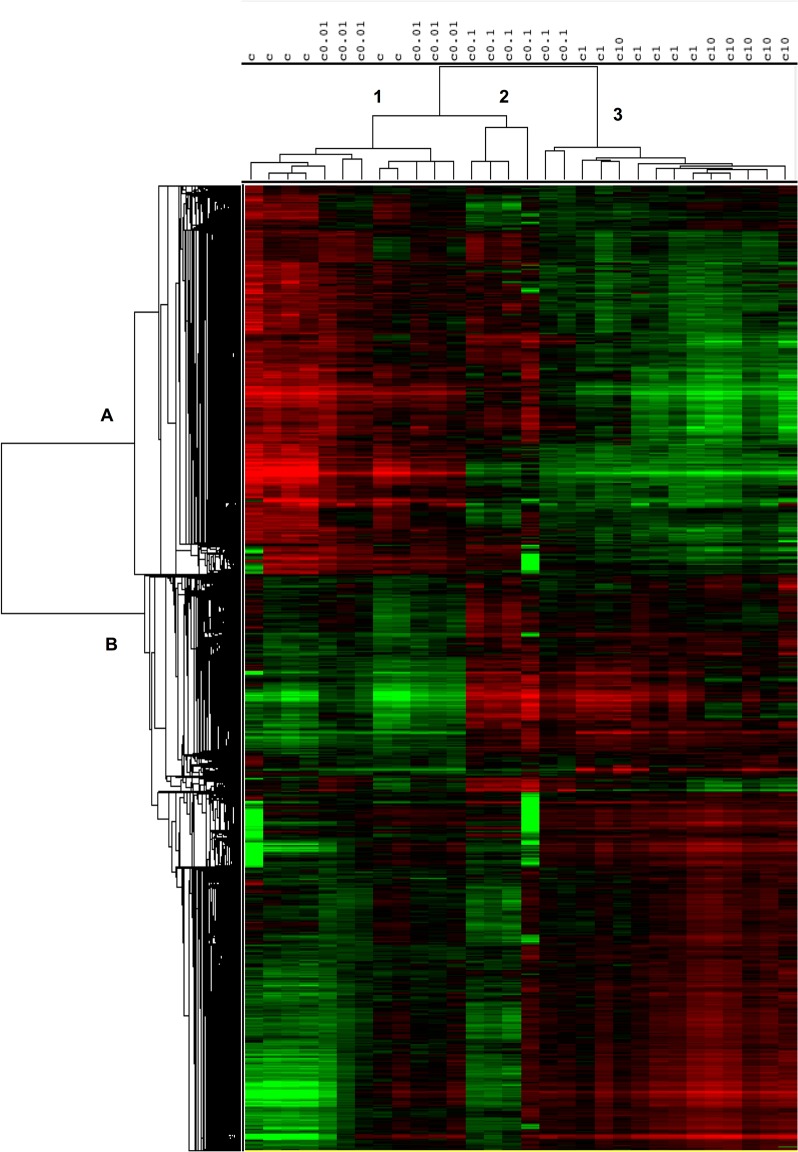
Hierarchical classification of gene expression profiles following steroid modulation of immature gonads in rainbow trout. This two-color matrix shows the 20,718 non-redundant differentially expressed genes in the testis of all-male rainbow trout following chronic exposure to 5 concentrations of ethynylestradiol (EE2) after statistical filtering by an ANOVA analysis using Limma (R software). c (control), c0.01, c0.1, c1 and c10 (respectively 0, 0.01, 0.1, 1 and 10 μgEE2/L). The genes (rows) and replicate arrays (columns) were classified according to their profile similarity, represented by branch lengths of the trees (increasing dissimilarity is shown with longer branches). Green represents under-expression, and red over-expression.

### 5.2. Integration with disruptions observed at the morphological level (phenotypic anchoring)

The results obtained upon the histological analysis conducted previously [37] are summarised in Table 1. Gene expressions profiles acquired in the present study are consistent with these morphological disturbances. Indeed, major morphological alterations were observed from the first concentration used, with a high proportion of ovotestis gonads at the lower concentrations used (0.01 μgEE2/L), which is consistent with the high number of DEG retrieved between this condition and control fish (*i*.*e*. 4,726 DEG in Fig 2). Moreover, male phenotypes were also observed at this concentration, which may have been correlated with the mix of controls and [0.01] samples in the first cluster (Cluster 1 in Fig 1). 

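In contrast CT1, 4764 probes, or 7.91% of the array, were differentially expressed between the control and 0.01 μgEE2/L at an adjusted p below 0.05 in limma. Of these, 1701 were over-expressed at 0.01 μgEE2/L and 3063 were under-expressed, so that 35.7% were over-expressed. The fold change exceeded 2 for 1847 of them. The unadjusted p was below 0.05 for 13074 probes. Array weights raised the number to 12798, and Scheffe's criterion over the 5 groups left 638 probes. With background correction of the median spot signal by normexp, a setting chosen after the data had been seen, 4684 probes were called and 24.3% of them were over-expressed. The number also changed with single arrays. It was 2928 without replicate 3 of the control, 3067 without replicate 4 at 0.01 μgEE2/L and 7380 without replicate 6 of the control. Replicates 2 and 6 of the control had mean correlations of 0.957 and 0.952 with the other controls, and of 0.973 and 0.975 with the arrays at 0.01 μgEE2/L.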

Complete sex reversal was observed at the two higher concentrations used, all the fish displaying “ovarian-like” phenotypes at 1 and 10 μgEE2/L, which could be related to the third group of samples (Cluster 3 in Fig 1). 

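The first principal component of the normalised values accounted for 33.9% of the variance between the arrays. The scores on it were -144 ± 80.6 (SD, n = 6 arrays) in the control, -53.7 ± 42.9 at 0.01 μgEE2/L, -2.53 ± 34.7 at 0.1 μgEE2/L, 93.6 ± 27.0 at 1 μgEE2/L and 106.7 ± 34.7 at 10 μgEE2/L (n = 6 each). The mean at 0.1 μgEE2/L thus lay between those of the lower and the higher concentrations. The intervals of 1 SD around the means overlapped between the control and 0.01, between 0.01 and 0.1, and between 1 and 10 μgEE2/L, but not between 0.1 and 1 μgEE2/L. Within the groups, the score was related to the brightness of the array before normalisation, taken as log2 of the 75th percentile of the signal. The Pearson correlation of the deviations from the group means was 0.67 and Spearman's rho was 0.63 over 30 arrays (two-sided permutation p = 0.00041 for each, 0.00061 after Benjamini-Hochberg adjustment over 4 relations). Within groups and slides, r was 0.63 (permutation p = 0.00085, adjusted 0.00085) and rho was 0.64 (permutation p = 0.00046, adjusted 0.00061). Without the 2 arrays farthest from the median brightness, r was 0.54.

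**Figure D2:**
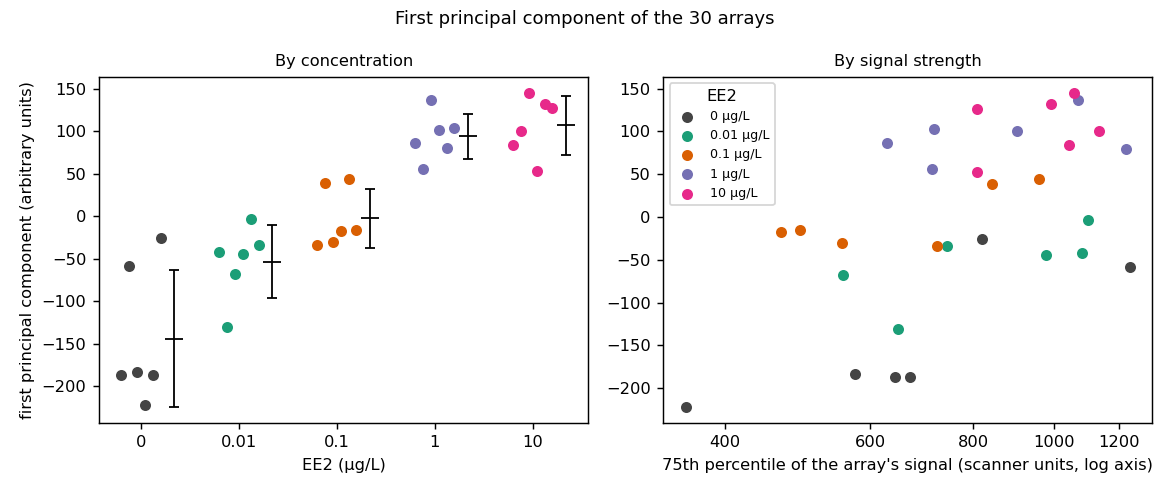
Scores on the first principal component by EE2 concentration in μg/L (left; points are arrays, bars the mean ± SD, n = 6) and against the 75th percentile of the processed signal on a log axis (right). The mean at 0.1 μgEE2/L is -2.53, between -53.7 at 0.01 and 93.6 at 1 μgEE2/L.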

The status of the 0.1 μgEE2/L dose was intermediary (fish displaying intersex and reversed gonads), which is supported by the intermediate pattern of gene expression in the cluster 2 (Fig 1). This approach allowed focusing our analysis on the two lower concentrations used, which were mostly represented by intersex fish.

**Fig 2:**
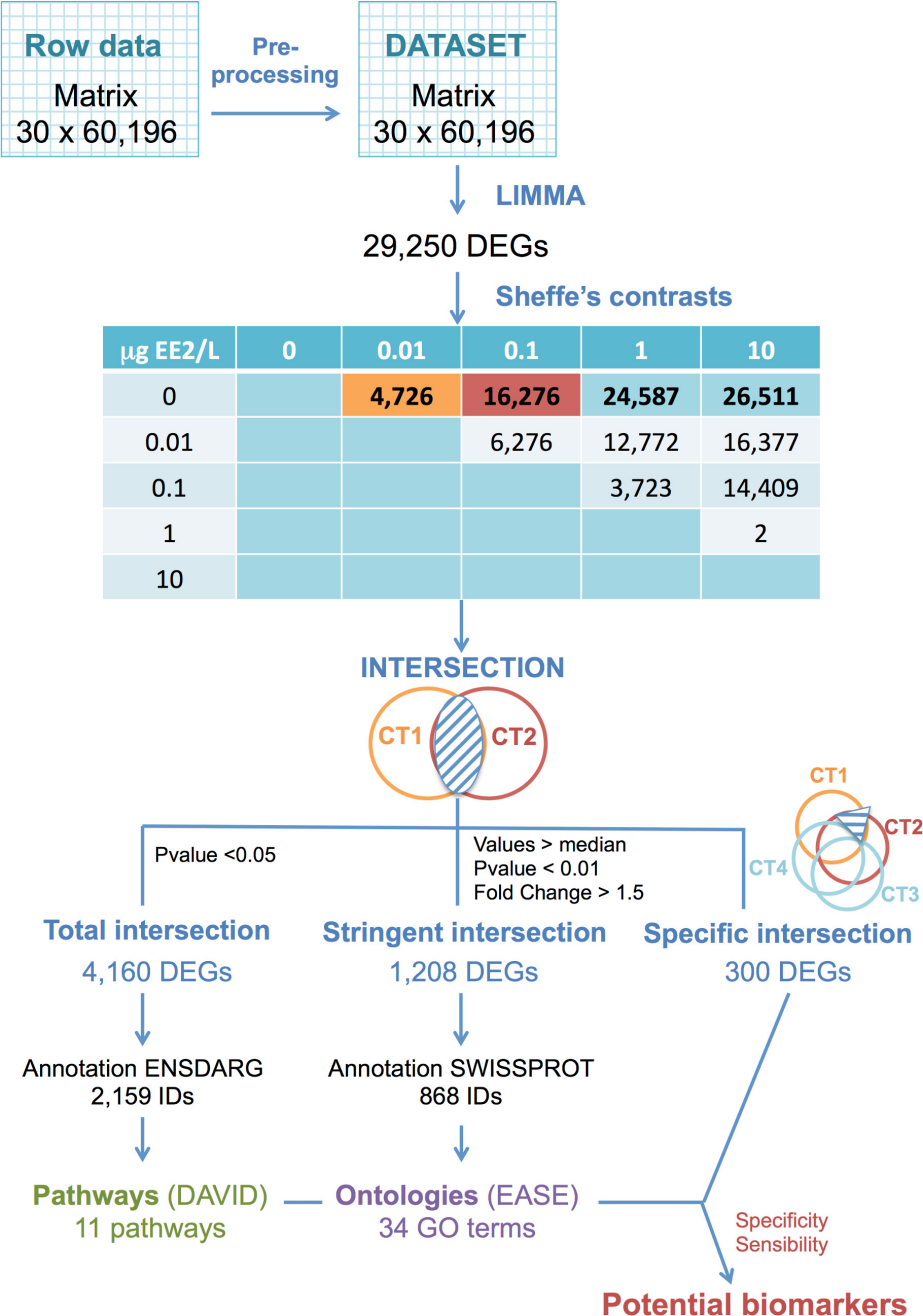
Flowchart of the workflow of the microarray analysis methodology and the associated results. The workflow includes analysis of pre-treated data by a one-way ANOVA followed by Scheffe post hoc pairwise comparisons, selection of biologically relevant sets of contrasts and intersection of gene lists, performed at different levels of stringency. The remaining gene lists, named “Total intersection”, “Stringent intersection” and “Specific intersection”, supposed to be enriched in true positive differentially expressed genes (DEGs) were subjected to over-representation analysis methods (ORA), namely pathways and ontologies research. To select potential biomarkers, we combined all approaches. We established three criteria from the “Specific intersection” group of genes: (1) specificity, (2) membership in a pathway/ontology, (3) sensitivity (high fold change). ENSDARG annotation refers to the ensembl database identifiers for *Danio rerio* genes.

### 5.3. ANOVA and Scheffe contrasts

Fig 2 summarises the microarray analysis workflow and shows an overview of the associated results.

First, we tested the effect of replicate tanks (3 tanks per condition) on gene expression. 

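Expression was compared between the tanks of each condition with limma on the 4 arrays of each pair of tanks, in 15 comparisons. The number of probes with an adjusted p below 0.05 was 0 in each of them, and between 960 and 11267 probes had an unadjusted p below 0.05. The smallest adjusted p was 0.173, between tanks 1 and 2 at 0.01 μgEE2/L. With the tanks fitted together on all 30 arrays, the same comparisons called 44 probes, 25 of them between tanks 1 and 2 at 0.1 μgEE2/L. An F test over the differences between tanks on all arrays called 6 probes. The consensus correlation between the pools of a tank over all probes was 0.0449. With 2 arrays per tank, only large differences can pass the threshold. Simulated changes of 8 on the log2 scale between 2 tanks of the control were recovered for 178 of 200 probes. In the authors' tables, 3 pairs of pools carry exchanged labels relative to the scanner files. Under the tables' labels, a setting chosen after the exchange had been seen, the comparisons called 92 probes, all between tanks 1 and 2 at 10 μgEE2/L.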

No effect could be detected (S1 Script. (b)), in such a way that differential expression analysis was performed using the one-way ANOVA assuming 6 independent samples for each condition (5 tested concentrations). The results for the 10 contrasts, presented by the number of differentially expressed genes without redundancy but before annotation, are shown in Fig 2. 

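Against the control, contrast CT2 called 16346 probes, of which 7721 were over-expressed and 8625 under-expressed at 0.1 μgEE2/L. Contrast CT3 called 24647 probes, 11902 over-expressed and 12745 under-expressed at 1 μgEE2/L. Between the exposed groups, 6313 probes differed between 0.01 and 0.1 μgEE2/L, 12846 between 0.01 and 1 and 16433 between 0.01 and 10 μgEE2/L. Between 0.1 and 1 μgEE2/L 3769 probes differed, with 2805 higher and 964 lower at 0.1 μgEE2/L, and between 0.1 and 10 μgEE2/L 14476 differed. The contrast between 1 and 10 μgEE2/L called 2 probes in limma, and 2887 had an unadjusted p below 0.05. From the authors' deposited log2 values, the 10 contrasts called 4726, 16276, 24587 and 26511 probes in CT1 to CT4, and 6276, 12772, 16377, 3723, 14409 and 2 in the other contrasts in the order above, which are the numbers printed in Fig 2. The contrasts between exposed groups varied more than CT2 and CT3 with the processing. With array weights, 0.1 against 1 μgEE2/L called 12715 probes and 1 against 10 μgEE2/L called 2229. Without replicate 4 at 10 μgEE2/L, 1 against 10 μgEE2/L called 103.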

The cut-off for DEG inference was set to 0.05 for the adjusted p-values (Benjamini-Hochberg). The actual number of oligonucleotides having an accurate annotation was lower. An exhaustive list of the DEGs (both under- and over-expressed) is provided for each contrast in S1 Table. Considering the very large number of genes by contrast group (Fig 2), we later focused the analysis on four groups that were the most relevant with regards to the biological context, comparing reference samples with samples treated with EE2 at different concentrations. The contrast labels were defined as control vs. different [EE2]: (i) CT1 = Control VS [0.01 μgEE2/L]; (ii) CT2 = Control VS [0.1 μgEE2/L]; (iii) CT3 = Control VS [1 μgEE2/L] and (iv) CT4 = Control VS [10 μgEE2/L].

### 5.4. Selection of DEGs groups

As supported by the histological analysis of the gonads, we postulated that common DEGs detected in contrasts CT1 and CT2 should have contained the DEGs specific to the ovotestis process. 

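An adjusted p below 0.05 in both CT1 and CT2 was found for 4191 probes, which make up 88.0% of the probes called in CT1 and 25.6% of those called in CT2. Of these, 1479 were over-expressed and 2697 under-expressed at both concentrations, and 15 changed in opposite directions. Their median fold change, taken without its sign, was 1.86 in CT1 and 2.45 in CT2, and the change was larger in CT2 for 78.6% of them. A difference between 0.01 and 0.1 μgEE2/L was itself called for 1290 of the probes. Both contrasts use the same control arrays, so unchanged groups were simulated against these controls 20 times. The simulations called 0 probes in CT1 and 0 to 2 in CT2, so they give no number of shared calls to compare. Over all probes, 68.7% (range 51.7 to 78.4%) had the same sign in both contrasts in the simulations, and 75.8% did in the data. In a test chosen after the result had been seen, CT1 was taken against 3 controls and CT2 against the other 3, in all 20 choices of 3. Of the CT1 calls, a median of 95.0% (range 75.1 to 98.8%) then had the same sign in CT2. Scheffe's criterion left 601 probes in the intersection and array weights raised it to 9513. It held 2643 probes without replicate 3 of the control and 6303 without replicate 6 of the control.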

The “Total intersection” group represented the set of DEGs that were common to CT1 and CT2, involving 4,160 oligonucleotides called differentially expressed (adjusted p < 0.05). We also defined a “Stringent intersection” set, which was expected to be enriched in true DEGs. Three arbitrary filters were applied (two prior to the statistical analysis, and a third one downstream of the statistical analysis). The first was based on the assumption that in a given tissue at a given time, only 50% of the transcripts are expressed. Indeed, the median signal intensity of a microarray is a commonly accepted estimation of the background and expression signals under this value can thus be considered as not expressed [52]. First, we only focused on genes for which the mean signal was up to the median in at least one experimental group. Second, to focus on transcripts with relevant regulation, we fixed a threshold of 1.5 for the fold change between tested samples. Last, we selected highly significant genes (p-value < 0.01). 

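The filters asked for a group mean above the median of the normalised values in at least 1 group, a fold change over 1.5 and an adjusted p below 0.01 in both contrasts. They left 1325 probes, 352 over-expressed and 971 under-expressed at both concentrations, with 2 of opposite direction. The fold change exceeded 2 in both contrasts for 669 of them. With an unadjusted p below 0.01 in place of the adjusted p, 2670 probes were left. Scheffe's criterion left 168 probes and array weights 3842. The number was 802 without replicate 3 of the control, 2469 without replicate 6 of the control, and 857 and 853 without replicates 3 and 4 at 0.01 μgEE2/L. Among the over-expressed probes of this set, the largest change in CT1 was that of CUST_23086_PI425536763, with a log2 fold change of 5.05 (SE 1.16, adjusted p = 0.0066 in limma). Only 1 of the 6 arrays at 0.01 μgEE2/L was above every control for this probe. In contrast CT1, CUST_2321_PI425536763 fell by 3.37 on the log2 scale (SE 0.47, adjusted p = 5.4e-05), and 6 of 6 arrays were below every control.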

The resulting lists of DEGs built from both contrasts were called “Stringent intersection” and included 1,208 DEGs.

“Specific intersection” focused on DEGs that were specific to the CT1-CT2 intersection, which were expected to be specifically associated with the development of intersex features at the morphological level. We thus discarded those DEGs that were differentially expressed in the other contrasts (CT3 and CT4): 300 DEGs belong to this group.

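Of the probes shared by CT1 and CT2, 227 had an adjusted p of 0.05 or more in both CT3 and CT4. Of these, 71 were over-expressed and 155 under-expressed in CT1 and CT2, and 1 changed in opposite directions. The median adjusted p of the set was 0.236 in CT3 and 0.309 in CT4. An adjusted p above the threshold in CT3 and CT4 does not show that the response differed from that at the lower concentrations, so the differences were tested themselves. At least 1 of the 4 contrasts between a lower (0.01 or 0.1 μgEE2/L) and a higher concentration (1 or 10 μgEE2/L) was called for 141 of the 227 probes, and all 4 for 46. The change kept its CT1 sign in CT3 for 203 probes and in CT4 for 193. The unadjusted p in CT3 or CT4 was below 0.05 for 71 probes. Scheffe's criterion left 18 probes in the set. With the brightness of each array as a covariate it held 491, and without the pair of arrays with a dim middle 428, both settings chosen after the data had been seen. It held 140 probes without replicate 3 of the control, and 105 and 106 without replicates 3 and 4 at 0.01 μgEE2/L.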

Volcano plots are provided in Fig 3 for the three groups of genes defined above (total, stringent and specific intersections) for each contrast to illustrate the selection applied to the dataset. This graph shows the results sorted by p-value (Y-axis) and fold change (X-axis). In such graphs, the most interesting genes are usually located in the upper left and right corners of the plot, depicting genes with low p-values and high fold changes. The comparison between the two contrasts helped to guide the selection of genes with interesting expression patterns at the two EE2 concentrations tested.

**Fig 3:**
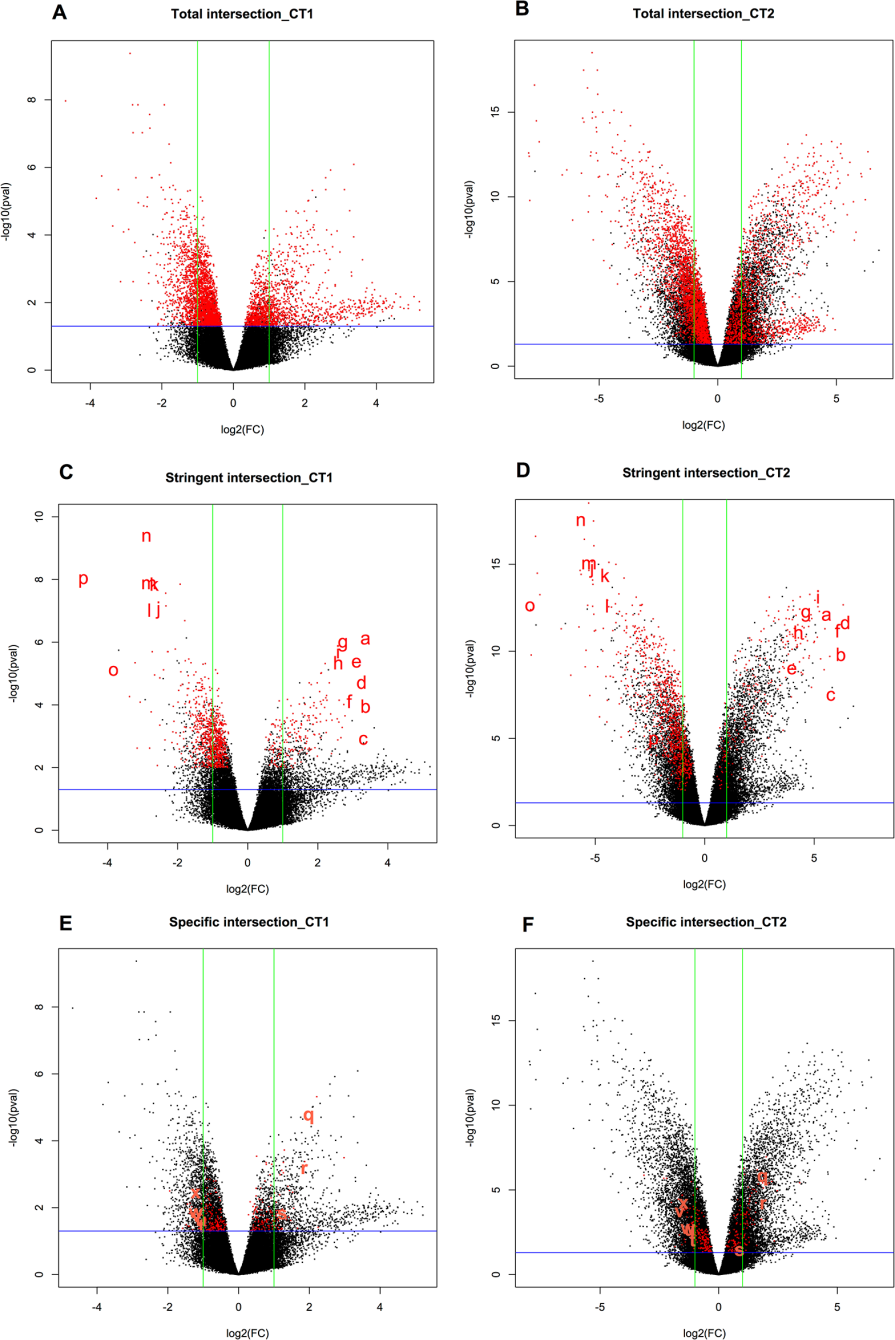
Volcano plots data representation. Volcano plots representing the 3 groups of DEGs selected for our analysis, in the two contrasts, CT1 (A-C-E) and CT2 (B-D-F). The green bars represent the log_2_(+/-2) fold change and the blue bars represent a p-value threshold of 0.05. The red dots are the 4,160 genes in the “Total intersection” group (A-B), the 1,208 genes in the “Stringent intersection” group (C-D) and the 300 genes in the “Specific intersection” group (E-F) selected at the intersection step. Letters correspond to the genes selected as potential biomarkers. a: *si*:*dkey-162h11*.*2*, b: Unknown, c: *THEG*, d: *LOC100136222*, e: *LOC795591*, f: *CU856539*.*4*, g: *thrap3*, h: Unknown, I: *dnaaf2*, j: *cyp2m1*, k: *Dnajc28*, l: *Bmp6*, m: *atp1a1*, n: *ADAR*, o: *he2*, p: *HES5*, q: *Foxl2*, r: *Spon2*, s: *cdkn1b*, t:*SLC25A6*, u: *Aldh7a1*, v: *TPl1*, w: *atp1a1*, x: *SLC25A4*. A complete description of gene names, their fold change and PValues are given in Table 5 for plots E-F (letters q to x) and Table 6 for plots C-D (letters a to p).

### 5.5. Over-representation analysis methods (ORA)

#### 5.5.1. Pathways

The list of Ensembl gene IDs for *Danio rerio* corresponding to the “Total intersection” DEG group was entered into the DAVID Web tool. Of the 4,160 DEGs, 2,412 were accurately annotated with an ENSDARG ID, and DAVID recognised 2,159 of them. The background was made up of 16,977 ensembl IDs. A total of 90 pathways containing at least 2 genes were identified from the remaining 2,159 genes (S1 Supporting Information). Among these pathways, 11 were detected with a significant enrichment in the list of DEGs submitted, with an EASE score below the threshold of 0.05 (Table 2). Only one pathway (the cell cycle) could be detected when the threshold was set to adjusted p-values, after the very conservative multiple testing Benjamini correction (see Table 2). Most of these enriched pathways involved Metabolism, and especially that of Carbohydrates (Glycolysis, Propanoate), Lipids (Fatty acid and Glycerolipid) and Amino acids (Valine, leucine and isoleucine degradation). Genetic information processing was also detected from the Spliceosome or in connection with the “Replication and Repair” processes. Of particular interest were the pathways related to cellular processes: (i) “Cell cycle” was the most significantly enriched set of genes, with the highest number of highlighted genes (37); and (ii) the “Oocyte meiosis pathway” was the third pathway in terms of the number of DEGs highlighted (24). The DAVID output for these two pathways is presented in Fig 4A and 4B). Gene enrichment is illustrated with red stars corresponding to the DEGs retrieved in our analysis.

**Fig 4:**
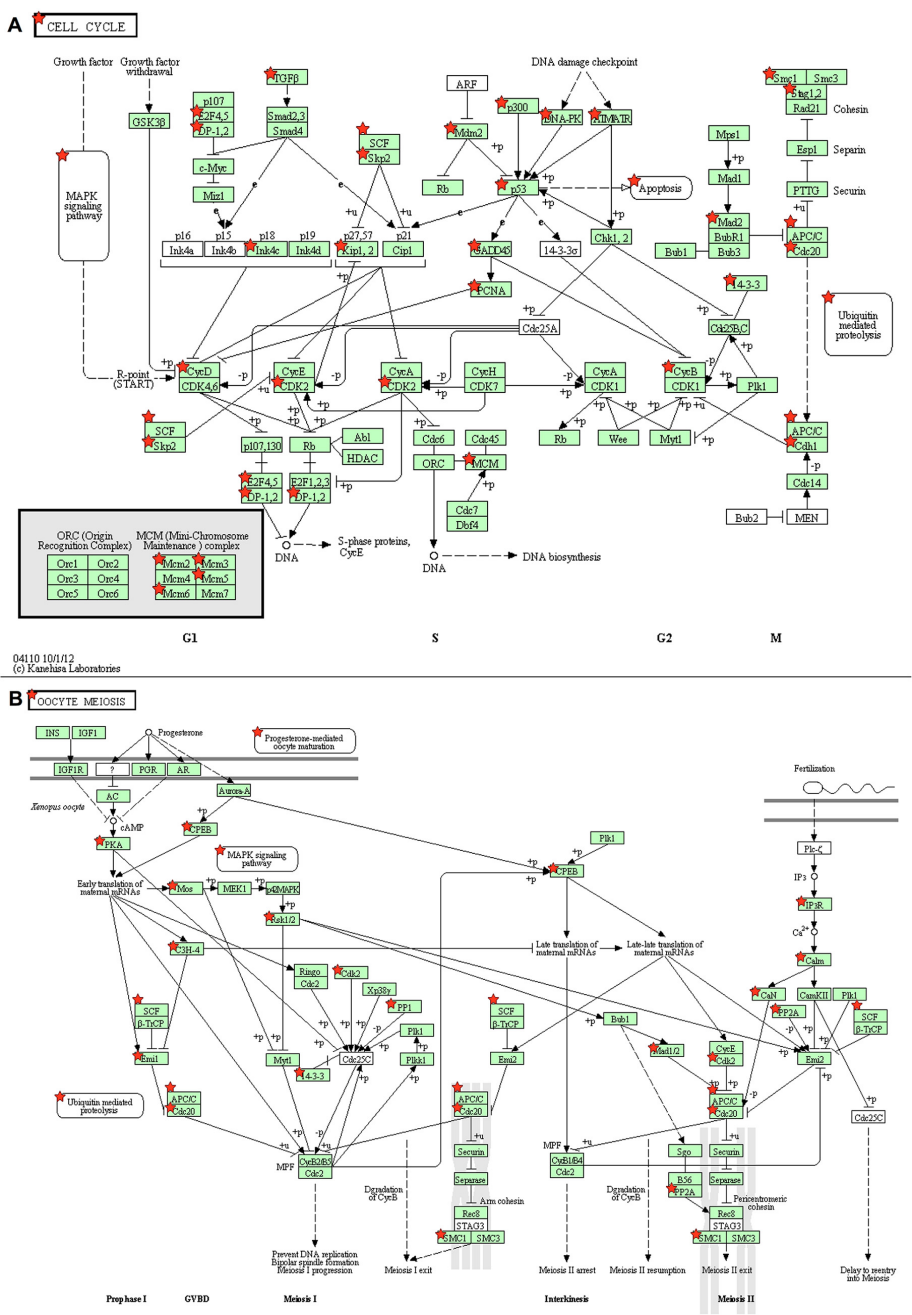
Examples of pathways resulting from the DAVID analysis. The Cell cycle (A) and Oocyte meiosis pathways (B)(in *Danio rerio*, retrieved from the KEGG database) are presented as examples of the results obtained in the pathway overrepresentation analysis made in this study. The red stars represent the DEGs in our results.

**Table 2:** Results obtained for the pathways enrichment analysis approach. Significantly enriched pathways (EASE score < 0.05) retrieved by the DAVID web tool for the “Total intersection” group in this analysis (4,160 gene IDs restricted to a set of 2,159 well annotated differentially expressed genes recognized by ENSDARG identifiers in DAVID). This group represents the common genes differentially expressed following chronic steroid modulation of immature gonads in rainbow trout at 0.01 and 0.1 μgEE2/L. They were retrieved from the intersection between two contrasts (CT1 and CT2) represented by a majority of fish displaying intersex gonads.

Term	Count	P-Value	Benjamini
Cell cycle	37	2.1^E^-4	2.8^E^-2
DNA replication	15	8.9^E^-4	5.8^E^-2
Spliceosome	33	1.9^E^-3	8.2^E^-2
Valine, leucine and isoleucine degradation	15	6.9^E^-3	0.21
Glycerolipid metabolism	12	1.2^E^-2	0.27
Fatty acid metabolism	12	1.2^E^-2	0.27
Mismatch repair	9	1.4^E^-2	0.27
Glycolysis/Gluconeogenesis	18	1.6^E^-2	0.27
Propanoate metabolism	11	2.0^E^-2	0.29
Oocyte meiosis	24	3.0^E^-2	0.37
Nucleotide excision repair	13	3.4^E^-2	0.37

#### 5.5.2. Ontologies

An enrichment analysis was conducted on ontologies with EASE on the Gene symbol identifiers from the “Stringent intersection” DEG group. EASE identifies biological themes (GO Terms) from large gene lists [29]. Of the 1,208 DEGs in the Stringent intersection, 868 could be accurately annotated, and 410 were recognised by EASE. Interestingly, 77 terms were significantly enriched (EASE score lower than 0.05). The 3 main categories of the GO terms were not equally represented, with 65% belonging to the GO Biological Process, 23% to the GO Cellular Component and 12% to the GO Molecular Function. As in the pathway enrichment analysis, we hypothesized that the correction for multiple tests was too conservative and focused our attention on the p-values lower than 0.01 (highly significant genes). Table 3 provides a summary of the results obtained. An exhaustive presentation of the relationships between all genes and each category is provided in S2 Supporting Information. Genes that belonged to the “stringent intersection” set could be summarised in four broad terms with high significance: (i) intracellular including the more specific terms related to DNA replication and the nucleus; (ii) reproduction, involving genes known to take part in female gonad development; (iii) cell proliferation, with the more specific terms “morphogenesis” and “organogenesis”; and (iv) metabolic process which included the lipid metabolic process and more precisely genes involved in C21-steroid hormone biosynthesis.

**Table 3:** Results obtained for the ontology enrichment analysis approach. Significantly enriched GO terms (EASE score < 0.01) retrieved by EASE software for the “Stringent intersection” group in this analysis (1,208 gene IDs restricted to a set of 868 well annotated differentially expressed genes recognized by Gene Symbol identifiers in DAVID). This group represents the common genes differentially expressed following chronic steroid modulation of immature gonads in rainbow trout at 0.01 and 0.1 μgEE2/L. They were retrieved from the intersection between two contrasts (CT1 and CT2) represented by a majority of fish displaying intersex gonads, after a more stringent filtration of the dataset.

GO ID	Term	EASE score (P-Value)
GO:0005622	Intracellular	6^E^-4
GO:0008585	Female gonad development	7^E^-4
GO:0006730	One-carbon compound metabolism	7^E^-4
GO:0007049	Cell cycle	1.3^E^-4
GO:0000074	Regulation of cell cycle	1.4^E^-4
GO:0007276	Gametogenesis	1.5^E^-4
GO:0006261	DNA dependent DNA replication	1.7^E^-4
GO:0000003	Reproduction	1.8^E^-4
GO:0019953	Sexual reproduction	1.8^E^-4
GO:0005739	Mitochondrion	2.3^E^-4
GO:0005829	Cytosol	2.6^E^-4
GO:0000278	Mitotic cell cycle	4.4^E^-4
GO:0048232	Male gamete generation	5.0^E^-4
GO:0007283	Spermatogenesis	5.0^E^-4
GO:0008283	Cell proliferation	5.0^E^-4
GO:0005634	Nucleus	5.2^E^-4
GO:0006700	C21-steroid hormone biosynthesis	5.2^E^-4
GO:0008207	C21-steroid hormone metabolism	5.2^E^-4
GO:0005659	Delta DNA polymerase complex	5.3^E^-4
GO:0030894	Replisome	5.3^E^-4
GO:0016817	Hydrolase activity, acting on acid anhydrides	5.4^E^-4
GO:0008406	Gonad development	6.3^E^-4
GO:0009887	Organogenesis	8.5^E^-4
GO:0009653	Morphogenesis	8.8^E^-4
GO:0015207	Adenine transporter activity	9.2^E^-4
GO:0005345	Purine transporter activity	9.2^E^-4
GO:0001541	Ovarian follicle development	9.2^E^-4
GO:0046881	Positive regulation of follicle-stimulating hormone secretion	9.2^E^-4
GO:0042698	Menstrual cycle	9.2^E^-4
GO:0046887	Positive regulation of hormone secretion	9.2^E^-4
GO:0000502	Proteasome complex (sensu Eukarya)	9.5^E^-4

### 5.6. Real-time PCR validation

The accuracy of the microarray data was validated by means of real-time PCR on several genes which were shown to be up or downregulated in the microarray data, namely *dmrt1*, *sox9a2*, *cyp11b*, *vtg*, *esr1a*, *esr2b*. Q-PCR results obtained for the 6 genes tested are detailed in a previous paper [37], and summarized in S3 Supporting Information. The consistency of the results obtained by the two independent methods was tested by comparing the fold changes obtained by microarray analysis and real-time PCR in each condition (*i*.*e*. the four concentrations tested). The results revealed a very high correlation between both approaches for each gene tested, with R values much higher than the threshold set at 0.75 (for n = 4 and p<0.01)[44] (Table 4).

**Table 4:** Correlation between differential gene expressions obtained through real-time PCR and microarray approaches. Values were obtained from mean values of 6 replicates per conditions in the 4 conditions tested (the 4 concentrations; 0.01; 0.1; 1; 10 μgEE2/L). Significance threshold for n = 4 and p<0.01 is set to 0.72 [44].

Gene symbol	Description	Correlation coefficient
*dmrt1*	Doublesex and mab-3 related transcription factor 1	0.99
*sox9a2*	SRY-box containing gene 9b	0.99
*Cyp11b2*.*1*	cytochrome P450, family 11, subfamily b, polypeptide 2.1	0.98
*vtg*	vitellogenin	0.99
*esr1a*	Estrogen receptor α1 isoform	0.98
*esr2b*	Estrogen receptor β2 isoform	0.98

### 5.7. Biomarkers

This study resulted in the definition of two sets of potential biomarkers, respectively associated with different applications and scopes (see the Discussion). First, in the Specific intersection set, 237 out of 300 DEGs had a non-redundant accurate annotation, and 36 genes (of particular interest) belonged to at least one enriched pathway/GO term. Among the genes associated with more than one pathway/GO term, we selected the ones that were most significant. Considering that a high fold change will be more easily detectable (more sensitive biomarkers) only genes with (FC<-2 or FC>2) were selected from the CT1 contrast, corresponding to the lower dose. The resulting list included 8 DEGs as potential biomarkers of morphological disruption (Table 5). These genes are labeled with characters q to x in Fig 3 (E-F, volcano plots). The volcano plots showing the results for CT1 and CT2 highlight a high similarity between both contrasts (in term of fold change and p-value). 

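The array files do not name the genes of Table 5, so each was identified as the probe whose fold changes and adjusted p in CT1 and CT2 match the 4 printed values, with the printed digits rounded or truncated. The match was made in the limma fit to the authors' deposited log2 values, and the values given here come from the scanner signal. This identified a single probe for 7 of the 8 genes, and the other gene was left out. The median fold change of the 7 probes, taken without its sign, was 2.31 in CT1 and 2.79 in CT2, against 1.55 in CT3 and 1.43 in CT4. None of the 7 probes differed between 0.01 and 0.1 μgEE2/L in limma, with adjusted p from 0.44 for TPI1 to 0.98 for spon2. The definition of the Specific intersection was met by 6 of the 7 probes. Scaling to the 75th percentile left 1 probe that met it, and the slide as a block left 2. Without replicate 1 or without replicate 4 at 0.1 μgEE2/L it was met by 3. SLC25A4 (CUST_21720_PI425536763) had a log2 fold change of -1.21 in CT1 (SE 0.26, adjusted p = 0.0038, below every control on 6 of 6 arrays) and of -1.48 in CT2 (adjusted p = 6.6e-05, 6 of 6 arrays). The probe of cdkn1b lies in the dim region of replicate 4 of the control, where it was 2.46 on the log2 scale against 3.89 to 4.53 in the other controls.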

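The probe of FOXL2 (TC126540) had a mean log2 signal of 7.95 ± 0.87 (SD, n = 6) in the control, 9.93 ± 0.37 at 0.01 μgEE2/L and 9.79 ± 0.22 at 0.1 μgEE2/L. The log2 fold change was 1.98 in CT1 (SE 0.26, adjusted p = 2e-05 in limma) and 1.84 in CT2 (adjusted p = 2.2e-06), and all 6 arrays of either group were above every control. Replicates 2 and 6 of the control had log2 signals of 9.03 and 8.97, and the other controls lay between 6.91 and 7.77. At 1 and 10 μgEE2/L the log2 fold change of FOXL2 was 0.70 (adjusted p = 0.029) and 0.74 (adjusted p = 0.02), so this probe was also called in CT3 and CT4. The difference between 0.01 and 1 μgEE2/L was called as well (adjusted p = 0.00047). Under the alternatives, the call in CT3 was lost in 11 of 47 and that in CT4 in 6 of 47. Scheffe's criterion, which is stricter and is named in the methods, was not among these 47. Whether the calls in CT3 and CT4 hold under it was not examined. The probe of spon2 (TC109462) was dim, with 3.39 ± 1.04 (SD, n = 6) in the control, where 3 of 6 arrays were well above background, 5.24 ± 0.45 at 0.01 μgEE2/L and 5.26 ± 0.27 at 0.1 μgEE2/L. Its log2 fold change was 1.85 in CT1 (SE 0.33, adjusted p = 0.00068) and 1.88 in CT2 (adjusted p = 6.7e-05), again with all 6 arrays of either group above every control. In CT3 and CT4 it was not called (adjusted p = 0.076 and 0.48). The CT1 change ranged from 0.57 to 2.08 over the alternatives. The probe lies in the dim region of the pair of arrays but was not low on them, with 0.12 on the log2 scale from the group median on replicate 4 of the control and -0.04 on replicate 1 at 0.1 μgEE2/L.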

*FOXL2* and *spon2* displayed the highest magnitude of over-expression in both contrasts (see Table 5 and Fig 3E and 3F). For additional information, the list of 29 DEGs with FC<-2 or FC>2 that were not associated with any enriched pathway/GO term are presented in S4 Supporting Information.

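The copy of S4 Supporting Information used here lists 27 of the paper's 29 probes by their identifiers, and no test of overlap was run on it. All 27 were over-expressed in both CT1 and CT2, with fold changes from 1.96 to 4.74 in CT1 and from 1.61 to 5.52 in CT2. The fold change exceeded 2 for 25 probes in CT1 and 23 in CT2. The adjusted p was below 0.05 in both contrasts for 25 probes, and 16 met the definition of the Specific intersection. CT3 called 5 and CT4 called 8, which are 10 different probes. Of these calls, 1 in CT3 and 5 in CT4 were under-expressed relative to the control, the opposite of their direction in CT1 and CT2. A difference between a lower and a higher concentration was called in at least 1 of 4 contrasts for 21 of the 27.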

**Table 5:** Specific biomarkers. Potential “specific biomarkers” of morphological disruption (*i*.*e*. ovotestis) in juvenile male rainbow trout gonads exposed chronically to ethynylestradiol. These genes were selected following several filters to focus on genes specifically differentially expressed in the gonads of fish displaying intersex gonads. The “Graph symbol” column refers to the letters represented on volcano plots in Fig 3E and 3F.

Graph symbol	Gene symbol	Description	Fold Change CT1	PVal CT1	Fold Change CT2	PVal CT2	Pathway	GO term
**q**	*FOXL2*	Forkhead box protein L2 (*Homo sapiens*)	3.9	2^E^-5	3.6	2^E^-6	-	Intracellular
**r**	*spon2*	Spondin-2 (spon2), mRNA (*Salmo salar*)	3.6	7^E^-4	3.7	7^E^-5	-	Organogenesis
**s**	*cdkn1b*	Cyclin-dependent kinase inhibitor 1b (p27, kip1) (cdkn1b), mRNA (*Danio rerio*)	2.3	1.6^E^-2	1.8	4^E^-2	Cell cycle	Cell cycle
**t**	*SLC25A6*	ADP/ATP translocase 3 (*Homo sapiens*)	-2	3.4^E^-2	-2.1	8.8^E^-3	-	Intracellular
**u**	*Aldh7a1*	aldehyde dehydrogenase 7 family, member A1 (*Danio rerio*)	-2	2.5^E^-2	-2.3	2.6^E^-3	-	Valine, leucine and isoleucine degradation
**v**	*TPI1*	triosephosphate isomerase 1 (*Homo sapiens*)	-2.3	1.9^E^-2	-3.1	2.1^E^-4	-	Intracellular
**w**	*atp1a1*	ATPase, Na+/K+ transporting, alpha 1a.4 polypeptide (*Danio rerio*)	-2.3	1.4^E^-2	-2.4	2^E^-2	-	Hydrolase activity
**x**	*SLC25A4*	ADP/ATP translocase 1 (*Homo sapiens*)	-2.3	3.7^E^-3	-2.8	6.6^E^-5	-	Intracellular

Second, Fig 3 shows several strongly differentially expressed genes, presenting both a high fold change and a low p-value (upper right and left corners of the graph). From the “Stringent intersection” in the CT1 contrast (the lowest concentration used) (Fig 3B), we selected 16 genes (labeled from a to p) that are listed in Table 6. 

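Each of the 16 genes of Table 6 could be assigned to a single probe from the 4 values printed for it. All 16 probes passed the thresholds of the Stringent intersection. The fold change, taken without its sign, ranged from 5.84 (cyp2m1, TC96342) to 25.8 (HES5, TC103433) in CT1 and from 5.02 (HES5) to 251 (he2, TC113380) in CT2. The medians were 7.43 in CT1 and 37.6 in CT2. HES5 fell by 4.69 on the log2 scale in CT1 (SE 0.37, adjusted p = 1.1e-08 in limma), with 6 of 6 arrays below every control. For he2, log2 fell by 3.83 in CT1 (SE 0.46, adjusted p = 7.9e-06) and by 7.97 in CT2 (adjusted p = 2.5e-13). The control level of LOC100136222 and of dnaaf2 was well above background on 1 of 6 arrays each, so that their fold changes rest on a control signal near the background. The probe of THEG (TC95045) lies in the dim region of the pair of arrays. On replicate 1 at 0.1 μgEE2/L its log2 signal was 8.62, against 13.03 to 13.69 on the other arrays of the group. Of the alternatives tried, fitting only the arrays of the groups compared moved the number of probes past the thresholds most, to 14 of 16, and without any single array it was 16.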

The same label was used in the volcano plot of the CT2 contrast (Fig 3C). In accordance with our definition of the “Stringent” and “Specific” intersections, genes belonging to this selection were common to CT1 and CT2 but also to at least one of the remaining contrasts, CT3 and/or CT4.

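All 16 probes were called in both CT3 and CT4. The largest adjusted p was that of HES5, with 3.8e-05 in CT3 and 8.4e-08 in CT4, and the smallest was that of ADAR (CUST_26298_PI425536763), with 5.1e-19 in CT3 and 2.4e-19 in CT4. For ADAR, the log2 fold change was -5.88 in CT3 and -6.17 in CT4 (SE 0.19, 6 of 6 arrays of each group below every control). For he2, the signal at 1 μgEE2/L was not well above background on any array. Against the lowest signal of the probes well above background, he2 was at least 451-fold lower at 1 μgEE2/L than in the control.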

**Table 6:** Sensitive biomarkers. Potential “sensitive biomarkers” of morphological disruption (*i*.*e*. ovotestis) in juvenile male rainbow trout gonads exposed chronically to ethynylestradiol. These genes represent the most differentially expressed genes in term of fold change and p-value in fish displaying intersex gonads (i.e. the two contrasts CT1 and CT2, corresponding to fish exposed to 0.01 and 0.1 μg EE2/L against the control group, respectively). The “Graph symbol” column refers to the letters represented on volcano plots in Fig 3C and 3D.

Graph symbol	Gene symbol	Description	Fold Change CT1	PVal CT1	Fold Change CT2	PVal CT2	Path-way	GO term
**a**	si:dkey-162h11.2	si:dkey-162h11.2 [Source:ZFIN;Acc:ZDB-GENE-121214-90]	10.3	8.2^E^-07	47.42	9.2^E^-13	-	-
**b**	Unknown	-	10.3	1.1^E^-04	74.42	1.5^E^-10	-	-
**c**	THEG	similar to Testicular haploid expressed gene (Danio rerio)	9.8	1.3^E^-03	54.09	3.6^E^-08	-	-
**d**	LOC100136222	Oncorhynchus mykiss CD8 beta mRNA	9.5	1.9^E^-05	86.16	2.2^E^-12	-	-
**e**	LOC795591	similar to tubulin alpha 6 (Danio rerio)	8.6	4.5^E^-06	15.88	1.1^E^-09	-	-
**f**	CU856539.4	Uncharacterized protein (Danio rerio)	7.5	7.6^E^-05	66.91	6.5^E^-12	-	-
**g**	thrap3	thyroid hormone receptor associated protein 3b (Danio rerio)	6.6	1.2^E^-06	24.83	7.9^E^-13	-	-
**h**	Unknown	/	6.0	4.5^E^-06	19.54	7.9^E^-12	-	-
**i**	dnaaf2	dynein, axonemal, assembly factor 2(Danio rerio)	6.0	2.0^E^-06	36.40	7.4^E^-14	-	-
**j**	cyp2m1	Oncorhynchus mykiss Cytochrome P450 2M1	-5.8	9.4^E^-08	-35.37	1.9^E^-15	-	-
**k**	Dnajc28	DnaJ (Hsp40) homolog, subfamily C, member 28 (Danio rerio)	-6.4	1.4^E^-08	-23.47	4.3^E^-15	-	-
**l**	Bmp6	bone morphogenetic protein 6(Danio rerio)	-7.0	9.4^E^-08	-21.95	2.4^E^-13	-	Morphogenesis
**m**	atp1a1	ATPase, Na+/K+ transporting, alpha 1a.4 polypeptide (Danio rerio)	-7.1	1.4^E^-08	-38.90	1.0^E^-15	-	Hydrolase activity
**n**	ADAR	adenosine deaminase, RNA-specific (Danio rerio)	-7.4	4.3^E^-10	-50.37	3.3^E^-18	-	Nucleus
**o**	he2	hatching enzyme 2 (Danio rerio)	-14.2	8.2^E^-06	-251.12	2.6^E^-13	-	-
**p**	HES5	Transcription factor HES-5 (Homo sapiens)	-25.8	1.1^E^-08	-5.02	1.5^E^-05	-	-

The expression profiles of the two sets of potential effect biomarkers defined here from the study of the effects of EE2 at four concentrations are illustrated in Fig 5A and 5B). The two sets of candidate biomarkers displayed different patterns of expression. The first group includes genes with peak expression in the CT1 and CT2 contrasts, and weak or no expression in CT3 and CT4, whereas the second set contains genes for which the expression level increased at increasing EE2 concentrations.

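For the probes of Table 5, the change from the control was largest at 0.1 μgEE2/L for 5 of 7 and at 0.01 μgEE2/L for 2, with no difference called between these concentrations. For 5 of the 7, the difference between 0.01 and 1 μgEE2/L was called, and the difference between 0.1 and 10 μgEE2/L was called for 5 as well. The difference between 0.01 and 10 μgEE2/L was called for 3, and that between 0.1 and 1 μgEE2/L for 4. In Table 6, the change was larger at 0.1 than at 0.01 μgEE2/L for 15 of 16 probes, and the difference between these concentrations was called for 15 in limma. Among the 15 is HES5, whose change was smaller at 0.1 μgEE2/L (adjusted p = 3.5e-05), and LOC795591 was not called (adjusted p = 0.13). From 0.1 to 1 μgEE2/L it grew for 4 probes, and from 1 to 10 μgEE2/L for 2. The difference between 0.1 and 1 μgEE2/L was called for 1 probe, he2 (adjusted p = 0.0018), and that between 0.1 and 10 μgEE2/L for 4, so the order of the changes above 0.1 μgEE2/L is mostly not resolved. The largest change was at 0.1 μgEE2/L for 11 probes, at 1 μgEE2/L for 3, at 10 μgEE2/L for 1 and at 0.01 μgEE2/L for 1, which is HES5. The probe of he2, counted at 1 μgEE2/L, was well above background on 0 of 6 arrays at 1 μgEE2/L and on 1 of 6 at 10 μgEE2/L, so its order between these is one of background values. ADAR alone changed further at each of the 4 concentrations. The median fold changes of the set in CT3 and CT4 were 28.7 and 22.9, and the difference between 1 and 10 μgEE2/L was called for none of its probes, with a smallest adjusted p of 0.64 for Unknown (h). From these profiles, the paper concludes that the sets have different patterns, with the genes of Table 5 changed mostly at the lower concentrations and those of Table 6 in a dose-dependent way.

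**Figure D3:**
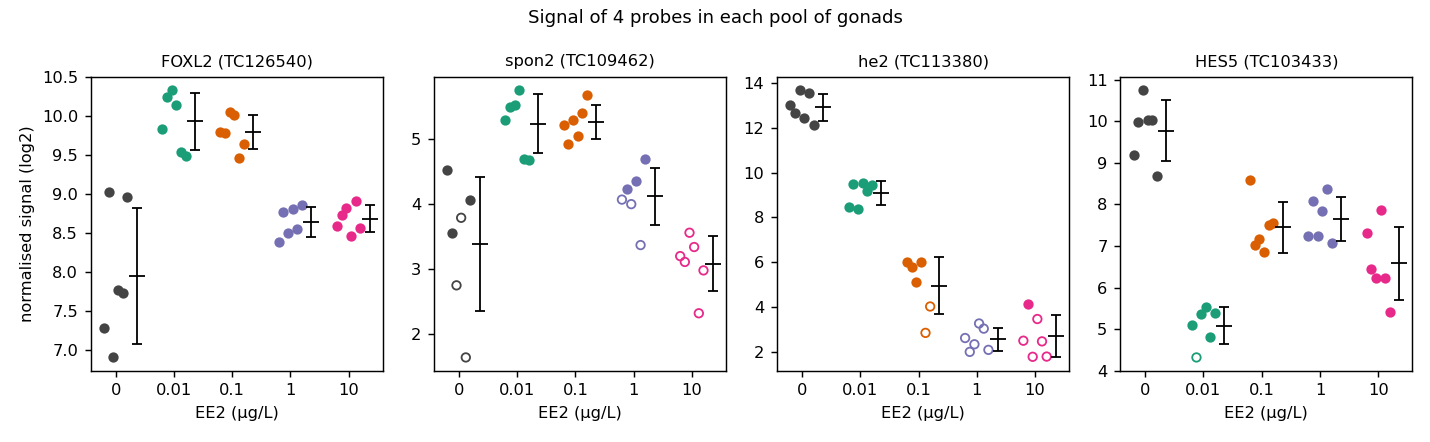
Normalised log2 signal of the probes of FOXL2, spon2, he2 and HES5 on each array by EE2 concentration in μg/L (points are arrays, open where the probe was not well above background; bars are the mean ± SD, n = 6). The mean of FOXL2 is 9.93 at 0.01, 9.79 at 0.1 and 8.65 at 1 μgEE2/L, that of he2 declines from 12.93 in the control to 2.55 at 1 μgEE2/L, and that of HES5 is lowest at 0.01 μgEE2/L (5.09).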

**Fig 5:**
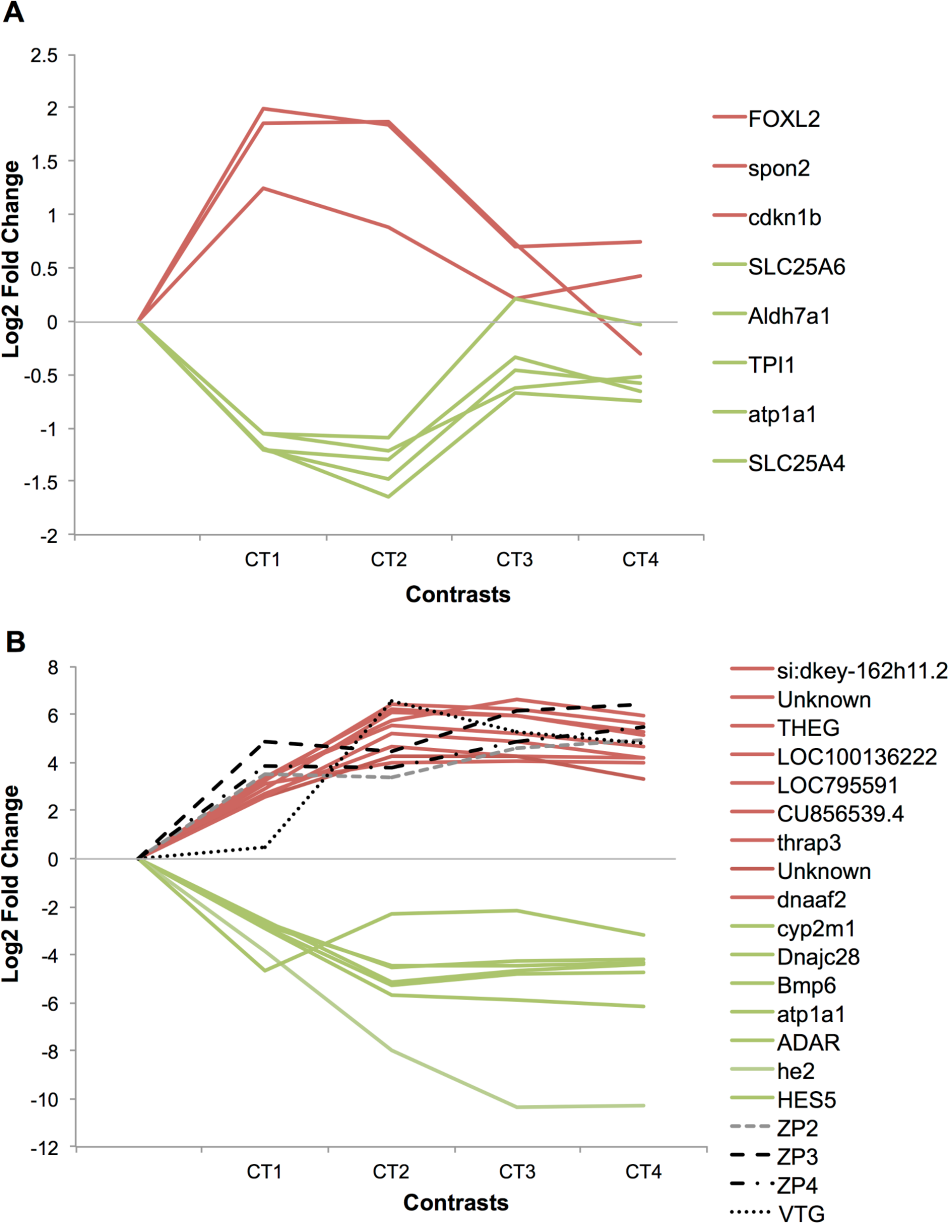
Potential biomarkers expression profiles on the whole experiment. Expression profiles of potential “specific” (A) and “sensitive” (B) biomarkers for the 4 contrasts of the experiments, expressed in log_2_ fold change. The control group was set to 0 (fold change = 1). A complete description of gene names is given in Table 5 for plots A and Table 6 for plots B.

## Discussion

### 6.1. Biological hypothesis

Overall, this study generated an impressive number of differentially expressed genes (DEGs), as highlighted by the hierarchical cluster (Fig 1) where nearly one half of the genes were significantly differentially expressed in at least one condition tested. The accuracy of the microarray data is validated by the similar pattern of expression obtained by QPCR analysis for the several selected genes, highlighted by the high correlation between both experiments results (Table 4). Moreover, the number of DEGs increased in a dose-dependent manner, as shown in the table of contrasts (Fig 2), with an increase in the number of DEGs as the EE2 concentration increased (CT1 to CT4). Thus, the expression of nearly one half of the content of the array was significantly altered at the highest concentration used (10 μgEE2/L) versus the control group (contrast CT4). This extraordinary effect may be related to the combination of several promoting factors: the maximisation of dose, duration and potency of the chemical used [12] and the complete reversal of genetic males into phenotypic females which can induce numerous changes at the transcriptional level [37]. Moreover, the juvenile state in fish is known to be more responsive to chemical treatment [53]. 

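The number of probes with both an adjusted p below 0.05 and a fold change over 2 rose above that of CT1, to 8006 in CT2, 12675 in CT3 and 13864 in CT4. The numbers without adjustment were 22302 in CT2, 29205 in CT3 and 30838 in CT4. The median size of the log2 fold change of the called probes was 0.88 in CT1, 0.99 in CT2, 1.02 in CT3 and 1.03 in CT4. The order of the 4 contrasts was the same under the alternatives tried, apart from CT3 and CT4. With the brightness of each array as a covariate, a setting chosen after the data had been seen, CT3 called 22689 probes and CT4 21970. Without replicate 3 at 10 μgEE2/L they called 24427 and 23840, and without replicate 5 at 10 μgEE2/L 24251 and 24004.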

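Contrast CT4 called 26587 probes, or 44.2% of the array, of which 13047 were over-expressed and 13540 under-expressed at 10 μgEE2/L. The share of over-expressed probes among the calls depended on the scaling. Over-expressed probes made up 49.1% of the calls after quantile normalisation and 36.7% after scaling to the 75th percentile, and in CT3 48.3% and 34.5%. Scaling to the 75th percentile moved the median log2 difference of all probes to -0.28 in CT3 and -0.29 in CT4. The 2 scalings shared 23080 calls in CT4. Scheffe's criterion moved the number of CT4 calls most, to 13861, and array weights raised it to 33788. The largest change among the calls in CT4 was 1538-fold, for CUST_2321_PI425536763, which was well above background on 4 of 6 arrays at 10 μgEE2/L.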

Considering this high number of DEGs in our analysis, it appears that clustering will not be the most suitable method to focus on genes of interest. Indeed, each cluster represented several thousands of genes, too many to handle manually, especially since this method does not resolve the problem of contamination of the data by false positives, which can impair the entire analysis step downstream.

Considering the second goal of this study which was to find potential biomarkers of morphological disruption occurring in fish gonads following chronic exposure to xenoestrogens, the combination of histological results obtained previously [37] with gene expression patterns allowed focusing our analysis on the two lower concentrations used (0.01 and 0.1 μgEE2/L), which were mostly represented by intersex fish. Due to the complete sex reversal observed at the higher concentrations used (1 and 10 μgEE2/L), gene expression observed may simply reflect differences between male and female phenotypes. This “phenotypic anchoring” approach, which combines results from different levels of biological organisation, has been proven to correlate the relationships between changes in gene expression and conventional toxicological endpoints [10,54]. Therefore, we hypothesized that the marker genes of the intersex condition must be present at the lower doses, which encompass a majority of fish displaying intersex gonads. These considerations, combined with the one concerning the statistical analysis of microarray data, have led to the use of a methodology aiming to focus on biologically relevant biomarkers, by choosing physiologically relevant sets of genes, and true positive enriched gene sets through the intersection of gene lists and ORA approaches.

The strength of this methodology is that it follows a step-by-step procedure, from general to more specific, depending on the bioinformatics tool used and using adapted lists of DEGs. Based on previous considerations, we choose CT1 and CT2 contrast intersection for the downstream analyses, using more stringent filter criteria which creates two groups of genes, named “Total intersection” and “Stringent intersection”. The use of DEGs common to these two contrasts focuses on a smaller group of genes representing potential genetic signatures of the intersex stage. The improvement of the dataset obtained between the “Total” and “Stringent” intersection groups of DEGs can be visualised in the Volcano plots (Fig 3AB–3CD), with a majority of the stringent DEGs being located on the edges of both the CT1 (Fig 3C) and CT2 (Fig 3D) graphs. This illustrates that DEGs selected with the CT1-CT2 intersection are relevant genes of the analysis (high fold changes and low p-values), and highlights a consistency of the DEG profiles between the two contrasts.

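The fold change exceeded 2 in CT1 for 51.7% of the probes of the Stringent intersection and for 40.3% of those of the Total intersection. In CT2 these shares were 80.8% and 65.7%. The median fold changes of the stringent probes were 2.02 in CT1 and 3.03 in CT2. The filter on the fold change alone raises these values by construction.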

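Across the probes of the Total intersection, the Pearson correlation between the log2 fold changes in CT1 and CT2 was 0.914. These probes were selected for a call in both contrasts and are not independent replicates. Over all probes of the array it was 0.711. In the simulations of unchanged groups with a shared simulated control it had a median of 0.538, with a range from 0.169 to 0.829. The correlation over all probes was therefore within the range of these simulations. With CT1 against 3 controls and CT2 against the other 3, a test chosen after the result had been seen, it had a median of 0.467 over the 20 choices of 3, with a range from 0.264 to 0.606. Of the probes of the Total intersection, 3964 were also called in CT3 or CT4, and 2275 were called in at least 1 contrast between a lower and a higher concentration.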

After these filtrations, the next step to further investigate these (still large) groups of DEGs was the use of ORA (over-representation analysis) methods. These publicly available methods identify meaningful information in large top lists. Ontology analyses [55] and more accurate pathway analyses are commonly used to rapidly extract biological meaning from large gene lists.

### 6.2. Inference by homology

As described above, rainbow trout was selected as the most suitable biological model for several reasons. At the time of data analysis the rainbow trout genome and complete functional annotation wasn’t available, though this is still not the case concerning the last one. We thus opted for interpretation by homology with *Danio rerio* for the pathway analysis, and with the accurate multi-species Swissprot annotation for the ontology analysis. This represented in itself an interesting challenge given the number of fishes still lacking genome sequencing and/or an accurate annotation. Our analysis was thus hampered by the lack of complete sequencing and annotation of the model species used.

### 6.3. Relevance of gene lists

Due to the limited genomic resources and annotation of the model species selected for our study, the interpretation and over-representation analysis raised several issues.

First, ORA results sorely depend on the annotation quality of sequences targeted by the array. To evaluate the enrichment of a set of genes, a comparison is performed with a null distribution (representation that can be expected by chance). The null distribution can be computed from the entire genome, or from a set of genes (*e*.*g*. genes spotted in the array). Distributions built from a larger number of genes allow for a better discrimination between significant sets (the p-values can be estimated more precisely) [28]. By default, DAVID uses the whole set of genes present in the genome as the background. This requirement is problematic when only part of the genome has been sequenced and annotated. Consequently, a homogeneous annotation must be performed by homology with a single species. The analysis of gene ontologies did not raise concerns since GO terms are not defined in a species-specific manner [55]. The analysis of pathways defined in KEGG (Kyoto Encyclopedia of Genes and Genomes) [56] was especially complicated: among fishes, only zebrafish (*Danio rerio*) has accurate pathways maps (exclusively in KEGG). The annotation of the Agilent rainbow trout 60K array was redundant and heterogeneous, such that we needed to unify the array annotation using *Danio rerio* orthologs, to ensure that DAVID could handle the associated gene IDs. We retrieved the *ensembl* gene IDs (ENSDARG) for this purpose [24]. This step constituted a significant unspecific filter and resulted in the loss of information due to the lack of correspondences, thus limiting the number of genes considered. To obtain more accurate results, we chose to set up the ENSDARG annotation of the array as the background for the pathway analysis by DAVID.

Second, the results of this analysis can vary greatly depending on the list of genes entered into the program, and especially its length. We conducted the over-representation analysis on several lists of genes detected with increasing stringency. We assumed that the pathway enrichment analysis required the larger gene list (with the lowest stringency) to have the chance of highlighting most of the genes in the same pathway, regardless of their p-value or fold change. The enrichment analysis of the ontologies was computed on a more specific set of DEGs (increased stringency) to avoid contamination of the results by too general terms. Last, to identify potential biomarkers, we generated a gene list with the highest stringency, and we combined the previously described approaches. For this, we established three criteria encompassing the two previous steps to select genes of interest: (1) specificity, (2) membership in a pathway/ontology, (3) sensitivity (high fold change) (Fig 2).

### 6.4. Statistical relevance

Despite the loss of information encountered during the annotation step, several interesting enriched pathways and GO terms were found in the DAVID and EASE analyses. However, another interesting aspect is the interpretation of EASE scores, as the multiplicity test correction (Benjamini) leads to virtually no significant output.

Indeed, care was required in interpreting the EASE scores (and the corrected p-values derived from it), according to their biological relevance in the context studied, the broadness of the information stored in the KEGG maps, the rate of false negatives induced by our screening and the obvious loss of information due to the inference by homology. The p-value is a controversial criterion to assess the truthfulness of a statistical result in microarray studies, especially at higher levels of analyses (*e*.*g*. pathway enrichment procedures) [57]. Moreover, the use of multiplicity compensation tests is also discussed, as their stringency increases with the number of tests performed in one experiment [57]. In the case of a microarray analysis, the number of tests computed is so large that the host of methodologies (FDR [58], FWER [59], Benjamini-Hochberg [39], …) has become too conservative. Therefore, they increase the false negatives generated, which reduces the overall information obtained. In his study, Konishi [57] attested that methods of correction for multiple testing are not suitable for microarray data, given the very high number of co-occurring tests. Indeed, the DAVID protocol states: “The analysis of large gene lists is more of an exploratory, computational procedure rather than a purely statistical solution” [28]. In our results, several pathways omitted by the Benjamini correction, such as oocyte meiosis (Table 2), seemed very interesting. To further assess the significance of the oocyte meiosis pathway in the over-representation results, we generated the null hypothesis by performing 500 random selections of 2,159 ENSDARGs among all the identifiers present on the microarray and entered them into the DAVID web tool. The EASE scores and number of hits in the oocyte meiosis pathway were then plotted (Fig 6). The plot clearly showed a gap between the random selections (with a maximum of 21 hits and an associated EASE score of 0.061) and the actual result (24 hits, EASE score of 0.03). More importantly, the same or better results were never obtained with 500 random tests, which estimates the probability of obtaining the results observed by chance at less than 0.01. The same work was done for the “cell cycle” pathway, with similar results and an estimated p-value below 0.01 (data not shown).

**Fig 6:**
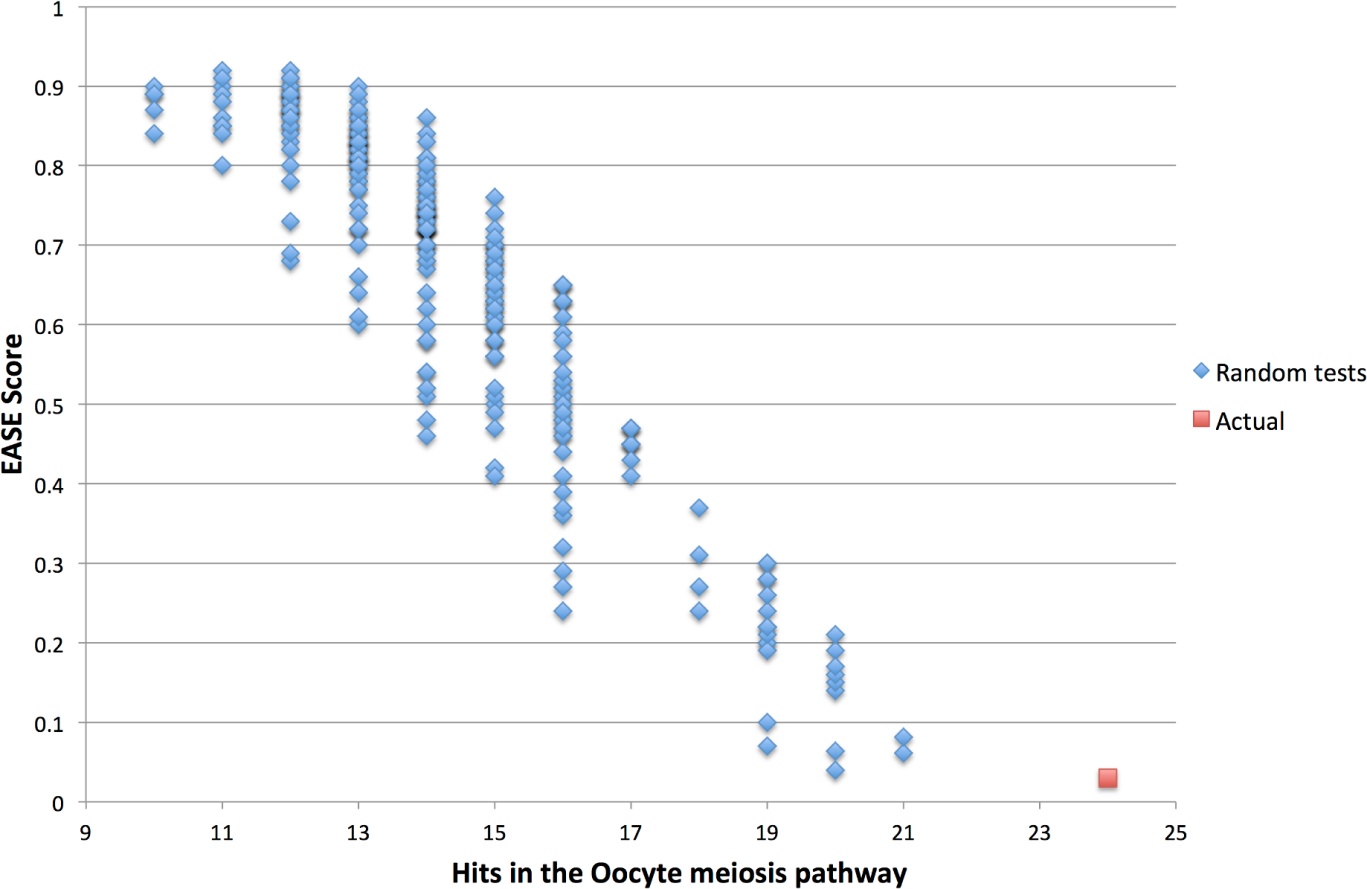
Null hypothesis for the Oocyte meiosis pathway. The plot represents EASE score and number of hits in the oocyte meiosis pathway for the 500 random selections from among the 2,412 gene identifiers (in blue), compared with the actual result of the analysis (red). This graph plots the number of hits (X-axis) against the EASE score (Y-axis). The difference between the random selection scores and the actual result score supports the assumption that oocyte meiosis is over-represented in our list of genes.

This simulation (Fig 6) clearly shows that these results departed from randomness, with even fewer random occurrences than expected by the EASE score (the probability of obtaining the results observed by chance being inferior to 0.01) and is corroborated by the similar results obtained for the “cell cycle” pathway (p <0.05 in DAVID with the Benjamini correction). This over-estimation of the EASE score by DAVID was also observed in previous studies [33–35].

### 6.5. Pathways and ontologies associated with testis-ova in fish

Results obtained in the ORA approach must be taken with caution regarding EE2 response and rainbow trout physiology. Indeed, pathways and ontologies retrieved in our experiment reflect the alteration in the transcriptome of intersex fish at one time point following a long-term exposure to low doses of EE2. Homology with *Danio rerio* genes was necessary since this is the only fish species for which pathways maps are available (see above). Considering this, pathways and GO Terms presented here are not biologically relevant of rainbow trout physiology given that correspondences between probes-to-genes-to-pathways between rainbow trout and zebrafish are not attested. However, many system structures, functions and regulations tend to be well conserved across all vertebrates [60]. Moreover, direct effect of EE2 cannot be ascertained after long-term exposure to the compound, given that indirect retro-control on the hypothalamus–pituitary axis or other systemic responses may also be involved in the response observed. Then, the pathways/GO terms obtained are considered as reflecting the fingerprint of the gene expression profiles in the testis of fish exposed chronically to low doses of EE2.

Interestingly, most of the pathways and GO Terms highlighted in our analysis has been previously associated with E2 and EE2 exposure using the rodent uterotrophic assay [61–63]. This assay rely on the sensitivity of the immature uterus to estrogens (by increased uterine weight) and has been widely exploited as a toxicological test for measuring the estrogenic activity of chemicals [64]. It includes pathways required for cell division (Cell cycle, DNA replication, Spliceosome, Valine, leucine and isoleucine degradation, Nucleotide excision repair, Mismatch repair, Glycolysis). All of these changes are consistent with the known physiological changes that occur upon exogenous E2-treatment [65]. Similar pattern has been also found after exposure to the phytoestrogen genistein and the synthetic xenoestrogen diethylstilbestrol [61]). The Cell cycle pathway was also found overrepresented (by pathways or GO Terms) in works studying the response of several fish species and several tissues (mainly gonads and liver) to estrogenic compounds [66–69]. The lipid metabolism (Glycerolipid, fatty acid) was also shown to be disrupted by EE2 in the zebrafish liver and testis [70,71]. Our results confirm that those pathways are a relevant fingerprint of the EE2 exposure, and even expended it to juvenile fish displaying intersex gonads. To our knowledge, the Oocyte meiosis pathway was never reported in previous studies. This alteration is consistent with the natural male versus female differentiation mechanisms considering that the over-expression of oocyte development is the earliest sign of female gonad development in fish [53]. The non species-specific Gene Ontology enrichment terms highlighted the same trends, with however more terms specifically related to ‘sexual reproduction’ (especially ‘female gonad development’, ‘gametogenesis’, ‘spermatogenesis’, ‘ovarian follicle development’), ‘steroid hormones production’ (‘C21-steroid hormone biosynthesis and metabolism’), ‘organogenesis’ and ‘morphogenesis’. Several ontologies such as the “mitotic cell cycle” and “nucleus” were also significantly enriched in juvenile androgen-masculinised female rainbow trout [72]. Despite the limitations encountered described above, the clear consistency of the results obtained in the ORA approach confirms the bioinformatics workflow performances to retrieve pathways and ontologies related to the context studied. Moreover, in addition to its utility for statistical purposes in the bioinformatics workflow (to retrieve true positives genes), these results reinforce the usefulness of this approach in highlighting biological meaning from large gene lists obtained in microarray experiments. Finally, these results argue in favor of the use of gene homology with *Danio rerio* to retrieve pathways related to exogenous estrogenic exposure, and suggest its generalisation to other fish species. This would greatly help for environmental risk assessment purposes.

### 6.6. Potential biomarkers

The final step of the analysis was to focus on potential biomarkers of morphological disruption occurring in fish gonads following chronic exposure to xenoestrogens. This will help greatly in environmental risk assessment procedures, by providing early-stage diagnostic tools for population exposure and effects. Following the previously described anchoring approach which considered that gene expression patterns in reversed fish (represented in the CT3 and CT4 contrasts) could be related to basic male versus female phenotype differences, we selected the DEGs specific to the intersection between CT1 and CT2 (“Specific intersection” group), and discarded the DEGs common to the other CT3 and CT4 contrasts. This step was performed to assess the specificity of the biomarkers and their use in a mixed fish population. To further increase the chances of true positive status, only genes belonging to a significant pathway/GO term were kept from this gene list.

Finally, to increase their sensitivity, only genes with a high fold change (at least over +/-2) in the lower concentration used (CT1) were selected. This resulted in a list of 8 potential specific and sensitive biomarkers of ovotestis occurrence in juvenile rainbow trout exposed to xenoestrogens (Table 5). Among them, the transcription factor *Foxl2a* is known as an early specific ovarian differentiation marker gene in rainbow trout [73]. The other genes encode enzymes or proteins involved in diverse cellular processes. However, though these genes were most probably biologically relevant in the context studied, their biomarker status seemed compromised as the size of their differential expression and p-value did not appear to be optimal. Indeed, as illustrated in the volcano plots (Fig 3E and 3F) only *Foxl2* (letter q) and *Spon2* (letter r) were located in an interesting position in the graph, whereas other genes were found at the upper edge of interesting dials (the upper right and left corners). One way to enlarge the pool of biomarkers retrieved by this study was to look at the genes mostly differentially expressed in the CT1-CT2 Stringent intersection. These genes were easily detected in the volcano plots and are presented as a second group of potential biomarkers in Table 6 and Fig 3C and 3D (letters a to p). Their sensitivity appeared to be suitable, but they were not specific as they were also differentially expressed for at least one of the other concentrations tested (CT3 and/or CT4).

The expression profiles at the four concentrations tested for the two groups of biomarkers selected further validated their different status (Fig 5A and 5B). Indeed, the methodology followed successfully retrieved genes with an expression peak in contrasts CT1 and CT2 for the first biomarker group, whereas only genes presenting a dose-dependent response were listed in the second group. A recent microarray analysis on Medaka testis-ova disrupted gonads after exposure to EE2 revealed up-regulation of genes related to zona pellucida (*ZP*) and the oocyte marker gene, *42Sp50* [13]. Using quantitative RT-PCR, they confirmed that the *Zpc5* gene can be used as a marker for the detection of testis–ova in male medaka. In our study, these genes and others known to be estrogen exposure biomarkers (*Vtg*, *CYP19a1*, *ZP* genes) or related to EE2 molecular modes of action (MOA) (*dmrt1*, *Sox9a2*, *amh*) [74,75] in the testis of several fish species were found to be significantly differentially expressed and were retrieved in the CT1-CT2 intersection (Total and Stringent intersection groups). However, when we looked at their expression profiles (for example *ZP* and *vtg* genes in Fig 5B), they appeared as not specific to the intersex condition. Therefore, genes belonging to the second group of potential biomarkers proposed in our study (Table 6) could potentially be specific effect biomarkers related to testis-ova development in rainbow trout. On the other hand, their dose-response pattern of expression could suggest that they are strong biomarkers of exposure to EE2. This could be determined by comparing these genes expression profiles in normal and estrogen-exposed females. It is worth noting that, as only one time point was analysed in our study, after a long period of exposure to the potent xenoestrogen EE2, these expression patterns could also reflect ancillary complex systemic responses to the treatment. Moreover, at the highest dose–duration combination, the observed changes in gene expression may no longer have been related to the mechanisms of toxicity specific to the contaminant [10]. Based on our results, the strong differential expression of these genes in terms of fold change and p-value suggests that they can be used at least under experimental conditions in mono-sex male fish populations, and could potentially be applied in natural conditions, with however the risk that they could also be expressed in females.

## Conclusions and Perspectives

In conclusion, we have successfully adapted a bioinformatics workflow to a toxicogenomic study on rainbow trout, a species that is not fully sequenced and annotated. At several steps of the analysis, the results support an enrichment of true positives in the set of DEGs selected. This procedure allows us to highlight several pathways significantly enriched with sets of genes differentially expressed in juvenile fish displaying intersex gonads after a chronic exposure to low doses of the potent xenoestrogen EE2. Most of these pathways are relevant of those previously related to estrogenic exposure, and interesting ones (*e*.*g*. the oocyte meiosis pathway) are also newly found in our experiment. Moreover, this analysis enabled us to propose several potential specific and/or sensitive biomarkers genes of testis-ova development in male rainbow trout for further validation in lab and field testing. Also, the data are ready to be re-analysed as soon as the rainbow trout genome functional annotation is available. Moreover, the use of significant Pathways/GO terms as criteria to choose these potential marker genes reinforced the chances of retrieving true positives in the analysis. Despite the lack of genomic information available for this species, relevant results were obtained by the ORA approach, taking into account inaccuracies due to the use of *Danio rerio* homologs for the probe annotation. This opens up the possibility of generalisation of this methodology in other fish species to search for the mechanisms underlying the male-to-female transdifferentiation process or on other (eco)toxicogenomic studies. For this, experiments involving both sexes, earlier developmental stages, lower concentrations and shorter exposure times are recommended.

## Supporting Information

S1 Dataset Raw data obtained from microarray analysis. (XLSX) Click here for additional data file.

S2 Dataset Pre-treated data from microarray analysis. (XLSX) Click here for additional data file.

S1 Fig Summary of the methodology followed for the microarray data analysis. Progressive filtering procedures were applied to the raw dataset obtained from a microarray study to restrict the size of the gene lists and to enrich them in true positives and biologically relevant DEGs (Differentially Expressed Genes).
(TIFF) Click here for additional data file.

S1 Scripts Scripts (a-e) used in R software for microarray data analysis. (a) R script for data pre-processing and normalisation. (b) R script and results for inter-tanks effects. (c) R script for ANOVA analysis. (d) R script for contrasts analysis. (e) R script for intersection analysis.
(DOCX) Click here for additional data file.

S1 Supporting Information Detailed DAVID output for the “Total intersection” group of DEGs in our microarray analysis. (DOCX) Click here for additional data file.

S2 Supporting Information Detailed EASE output for the “Stringent intersection” group of DEGs in our microarray analysis. An enrichment analysis was conducted on ontologies with EASE on the Gene symbol identifiers from the “Stringent intersection” DEG group. EASE identifies biological themes (GO Terms) from large gene lists. Of the 1,208 DEGs in the Stringent intersection, 868 could be accurately annotated, and 410 were recognised by EASE. Interestingly, 77 terms were significantly enriched (EASE score lower than 0.05). The present excel file gives an exhaustive presentation of the relationships between all genes and each category.
(XLSX) Click here for additional data file.

S3 Supporting Information Detailed QPCR results. Genes expression profiles of dmrt1, sox9a2, cyp11b, vtg, esr1a, esr2b, in the testis of juvenile rainbow trout chronically exposed to EE2, measured by Q-PCR.
(DOCX) Click here for additional data file.

S4 Supporting Information Additional list of DEGs not associated with enriched pathway/GO term. (XLSX) Click here for additional data file.

S1 Table Sheffe’s contrasts comparisons’ output from R software. (DOCX) Click here for additional data file.

# Supplementary material for: Adaptation of a Bioinformatics Microarray Analysis Workflow for a Toxicogenomic Study in Rainbow Trout
**Source:** PLoS One. 2015 Jul 17;10(7):e0128598. doi: 10.1371/journal.pone.0128598
**Supplement:** S1 Scripts — (a) R script for data pre-processing and normalisation. (b) R script and results for inter-tanks effects. (c) R script for ANOVA analysis. (d) R script for contrasts analysis. (e) R script for intersection analysis.

**S1 Scripts. Scripts (a-e) used in R software for microarray data analysis.** Scripts are in R language. Some objects and values, symbolyzed here by X or Y, have to be replace according to the dataset analyzed.

**a. R script for data pre-processing and normalisation**.

library(preprocessCore)

setwd("/ / ") # to set the folder of the csv file

sof<-read csv("DonnesGenCLEAN csv", sep=";")

exprs<-matrix(NA, ncol=(ncol(b)-1), nrow=nrow(b))

for (i in 1:nrow(c))

{

for (j in 1:ncol(c))

{

as<-as numeric(c[i, j])

exprs[i,j]<-as

as<-c()

}

}

exprs<- normalize quantiles(exprs)

rownames(exprs)<-b[, 1]

temp<-colnames(b)

temp2<-temp[2:length(temp)]

colnames(exprs)<-temp2

c<- b[, 2 :ncol(b)]

**b. R script and results for inter-tanks effects**. The control tanks 1 and 2 are used in this example. The script is in R language. The table summarize the results obtained for all the tanks interactions tested.

library(limma)

library(gcrma)

setwd("/ / ")

targets<-data frame(cbind(x=1:2, y=1:4))

targets$Filename<-rbind("Control 1A", "Control 1B", "Control 2A", "Control 2B")

targets$Target<-rbind("C1", "C1", "C2", "C2")

targ<-c()

targ<-targets$Filename

targ<-cbind(targ, targets$Target)

colnames(targ)<-c("Filename", "Target")

lev<-c("C1", "C2")

f<-factor(targ[,2], levels=lev)

design<-model matrix(~0+f)

colnames(design)<-lev

test<-exprs[,1:4]

fit<-lmFit(test, design)

result<-eBayes(fit)

topTable(result, number=20)

| Status | Control tanks | |  |
| --- | --- | --- | --- |
|  | C1-C2 | C1-C3 | C2-C3 |
| -1 | 12 | 1 | 1 |
| 0 | 60182 | 60193 | 60175 |
| 1 | 1 | 1 | 19 |
|  | [0.01] tanks |  |  |
|  | T11-T12 | T11-T13 | T12-T13 |
| -1 | 2 | 0 | 0 |
| 0 | 60193 | 60187 | 60193 |
| 1 | 0 | 8 | 2 |
|  | [0.1] tanks |  |  |
|  | T21-T22 | T21-T23 | T22-T23 |
| -1 | 0 | 4 | 8 |
| 0 | 60195 | 60190 | 60187 |
| 1 | 0 | 1 | 0 |
|  | [1] tanks |  |  |
|  | T31-T32 | T31-T33 | T32-T33 |
| -1 | 0 | 0 | 0 |
| 0 | 60195 | 60195 | 60195 |
| 1 | 0 | 0 | 0 |
|  | [10] tanks |  |  |
|  | T41-T42 | T42-T43 | T41-T43 |
| -1 | 0 | 2 | 0 |
| 0 | 60195 | 60193 | 60195 |
| 1 | 0 | 0 | 0 |

**c. R script for ANOVA analysis**. The targets are created to make the design of the analysis. The script is in R language. The design of the analysis is summarized in a table format. The numeric matrix exprs came from the script in the additional file 1 and contain normalized expressions.

- Design of the analysis

|  | **Tanks/Chip** | **Colnames** | **Target** |
| --- | --- | --- | --- |
| [0] | **1** | Control 1A | C |
| CTL | **1** | Control 1B | C |
|  | **2** | Control 2A | C |
|  | **2** | Control 2B | C |
|  | **3** | Control 3A | C |
|  | **3** | Control 3B | C |
| [0.01] | **1** | TEST1 1A | T1 |
| TEST1 | **1** | TEST1 1B | T1 |
|  | **2** | TEST1 2A | T1 |
|  | **2** | TEST1 2B | T1 |
|  | **3** | TEST1 3A | T1 |
|  | **3** | TEST1 3B | T1 |
| [0.1] | **1** | TEST2 1A | T2 |
| TEST2 | **1** | TEST2 1B | T2 |
|  | **2** | TEST2 2A | T2 |
|  | **2** | TEST2 2B | T2 |
|  | **3** | TEST2 3A | T2 |
|  | **3** | TEST2 3B | T2 |
| [1] | **1** | TEST3 1A | T3 |
| TEST3 | **1** | TEST3 1B | T3 |
|  | **2** | TEST3 2A | T3 |
|  | **2** | TEST3 2B | T3 |
|  | **3** | TEST3 3A | T3 |
|  | **3** | TEST3 3B | T3 |
| [10] | **1** | TEST4 1A | T4 |
| TEST4 | **1** | TEST4 1B | T4 |
|  | **2** | TEST4 2A | T4 |
|  | **2** | TEST4 2B | T4 |
|  | **3** | TEST4 3A | T4 |
|  | **3** | TEST4 3B | T4 |

targets<-data frame(cbind(x=1:2, y=1:30))

targets$Filename<-rbind("Control 1A", "Control 1B", "Control 2A", "Control 2B", "Control 3A", "Control 3B", "Test 1 1A", "Test 1 1B", "Test 1 2A", "Test 1 2B", "Test 1 3A", "Test 1 3B", "Test 2 1A", "Test 2 1B", "Test 2 2A", "Test 2 2B", "Test 2 3A", "Test 2 3B", "Test 3 1A", "Test 3 1B", "Test 3 2A", "Test 3 2B", "Test 3 3A", "Test 3 3B", "Test 4 1A", "Test 4 1B", "Test 4 2A", "Test 4 2B", "Test 4 3A", "Test 4 3B")

targets$Target<-rbind("C","C","C","C","C","C","T1","T1","T1","T1","T1","T1","T2","T2","T2","T2","T2","T2","T3","T3","T3","T3","T3","T3","T4","T4","T4","T4","T4","T4")

targ<-c()

targ<-targets$Filename

targ<-cbind(targ, targets$Target)

colnames(targ)<-c("Filename", "Target")

lev<-c("C","T1","T2","T3","T4") # the ANOVA analysis

f<-factor(targ[, 2], levels=lev)

design<-model matrix(~0+f)

colnames(design)<-lev

fit<-lmFit(exprs, design)

save(fit, file="fit.Rdata", compress=T) # fit contain data after the ANOVA

result<-eBayes(fit)

str(result$p value)

**d. R script for contrasts analysis**. The script is in R language. Some objects and values, symbolyzed here by x,y and z, have to be replace according to the contrast analyzed. The contrasts are set from the object design made in the additional file 3. The object fit came from the ANOVA analysis made in additional file 3.

cont<-makeContrasts("C-T1","C-T2","C-T3","C-T4","T1-T2","T1-T3","T1-T4","T2-T3","T2-T4","T3-T4", levels=design) # to analyse the contrasts

fit2<-contrasts fit(fit, cont)

results<-**eBayes**(fit2)

ber<-decideTests(results, p value=0 05)

summary(ber) # to print the summary table of the results (number of DEG over or under-expressed by contrast).

topTable(results[,1], adjust="BH", number=x) # the topTable function gives the results ranked in ascending order of the pvalues (adjusted with Benjamini Hochberg correction for multiple tests) of their differential expression, the number is set at 0.05.

topTable(results [,2], adjust="BH", number=y)

topTable(results [,3], adjust="BH", number=z)

ect…

**e. R script for intersection analysis**.

CT1<-read.csv("CT1 csv", sep=";") # To load the file containing the DEG of the contrast CT1

CT2<-read.csv("CT2 csv", sep=";") # To load the file containing the DEG of the contrast CT1

A<-intersect(CT1[,2], CT2[, 2]) # to select the common genes of these two groups

# Supplementary material for: Adaptation of a Bioinformatics Microarray Analysis Workflow for a Toxicogenomic Study in Rainbow Trout
**Source:** PLoS One. 2015 Jul 17;10(7):e0128598. doi: 10.1371/journal.pone.0128598
**Supplement:** S1 Supporting Information

**S1 Supporting Information. Detailed** **DAVID output for the Total intersection group in our microarray analysis**. The micrarray analysis was performed on juvenile raibow trout testis chronically exposed to several concentrations of EE2 (T1 to T4). The “Total intersection” group represented the set of differentially expressed genes (DEGs) that were common to the lower concentration of EE2 tested compared to the controls (CT1 and CT2), representing fish displaying intersex gonads. This group involved 4,160 DEGs (adjusted p < 0.05). Of the 4,160 DEGs, 2,412 were accurately annotated with an ENSDARG ID, and DAVID recognised 2,159 of them. The background was made up of 16,977 ensembl IDs. A total of 90 pathways containing at least 2 genes were identified from the remaining 2,159 genes.

# Supplementary material for: Adaptation of a Bioinformatics Microarray Analysis Workflow for a Toxicogenomic Study in Rainbow Trout
**Source:** PLoS One. 2015 Jul 17;10(7):e0128598. doi: 10.1371/journal.pone.0128598

**S3 Supporting Information.** **Detailed QPCR results.** Genes expression profiles of dmrt1, sox9a2, cyp11b, vtg, esr1a, esr2b, in the testis of juvenile rainbow trout chronically exposed to EE2, measured by Q-PCR. These results come from a previous article [37], referred to as Figure 9 A,D, E, F, G and I) and are summarized here. Graphs represent the relationship between fold change (expressed as mRNA relative expression ratio with control group) of differentially expressed genes and LOG[EE2] in the testis of rainbow trout fry exposed chronically to increasing concentrations of EE2. For each group, data represents the mean 6 2 SEM from 6 replicates measured independently. Each replicate consisted of a pool of 5 pairs of gonads. Letters a, b and c summarize the post hoc comparisons (p<0.05), the groups with the same letter being not significantly different. When the lack of fit to linear regression is not significant (p<0.05) the linear regression and associated R^2^ are shown.

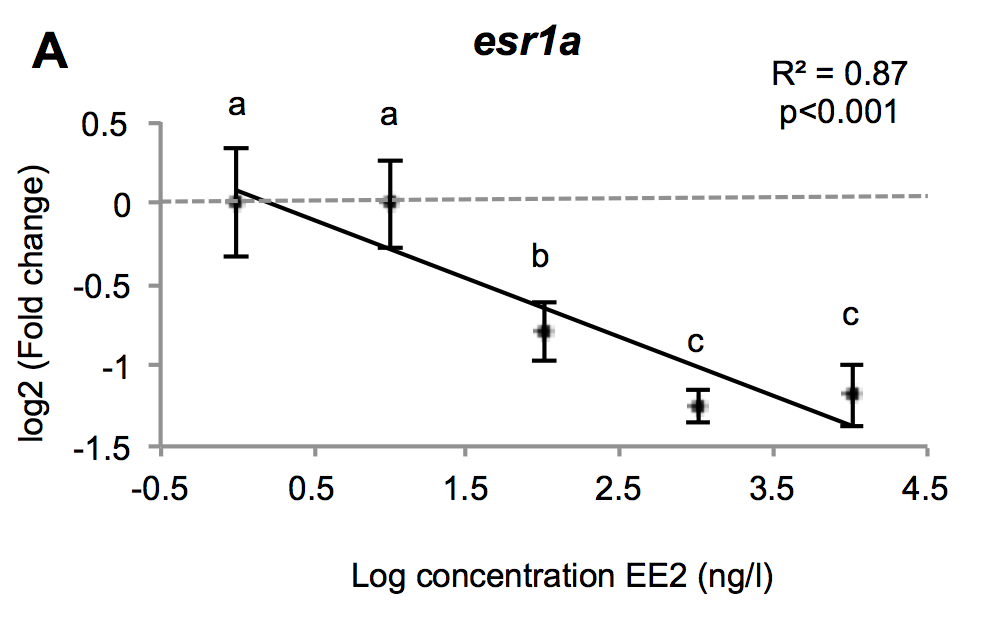

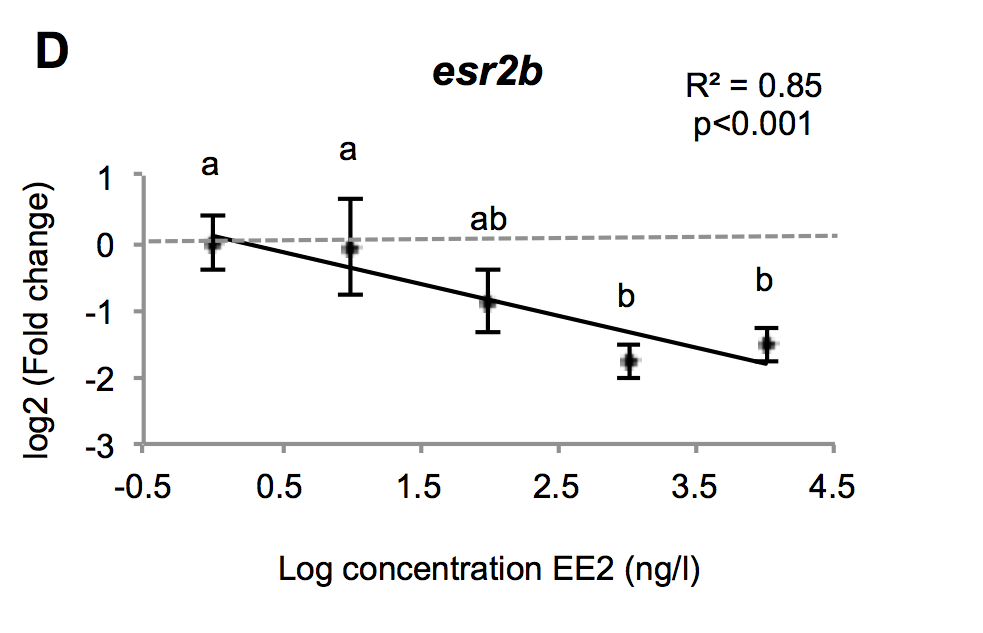

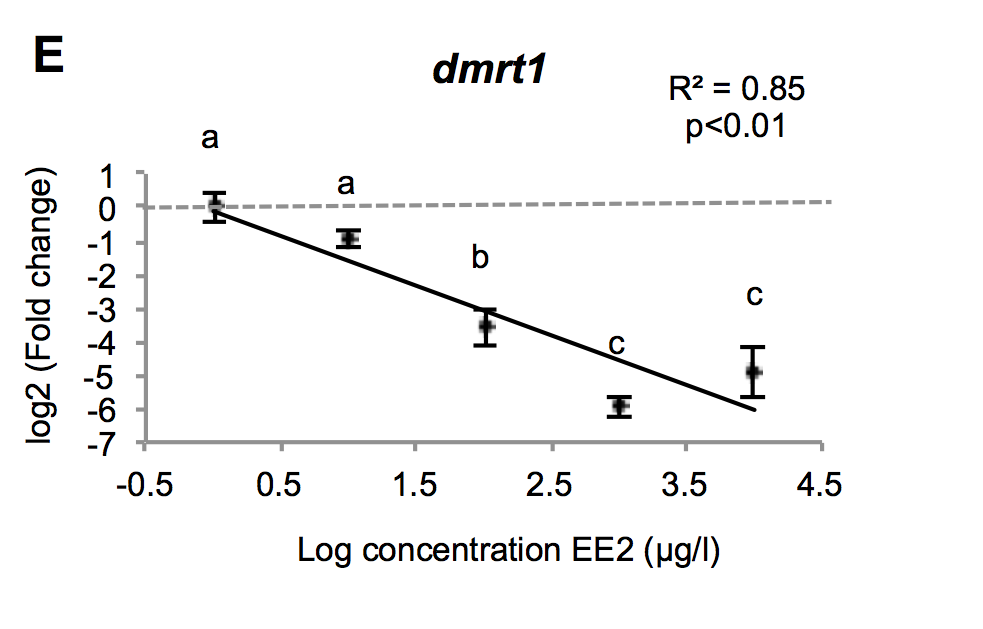

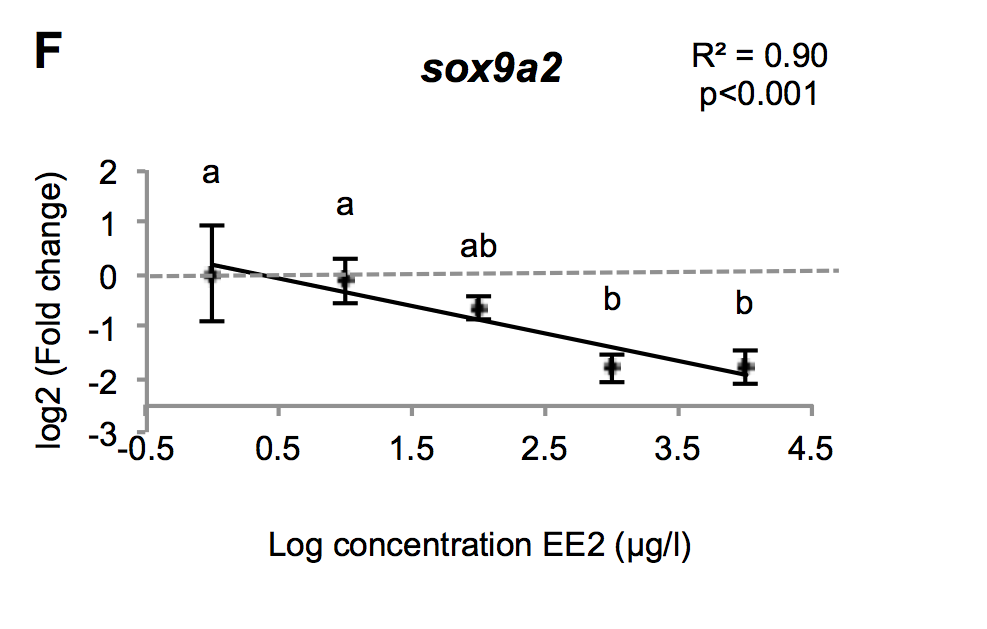

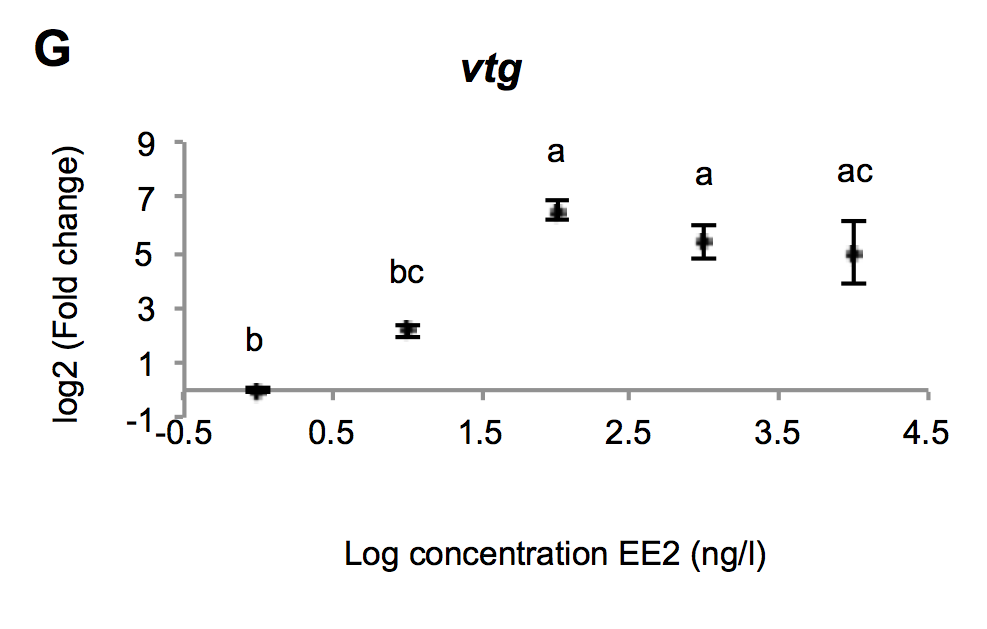

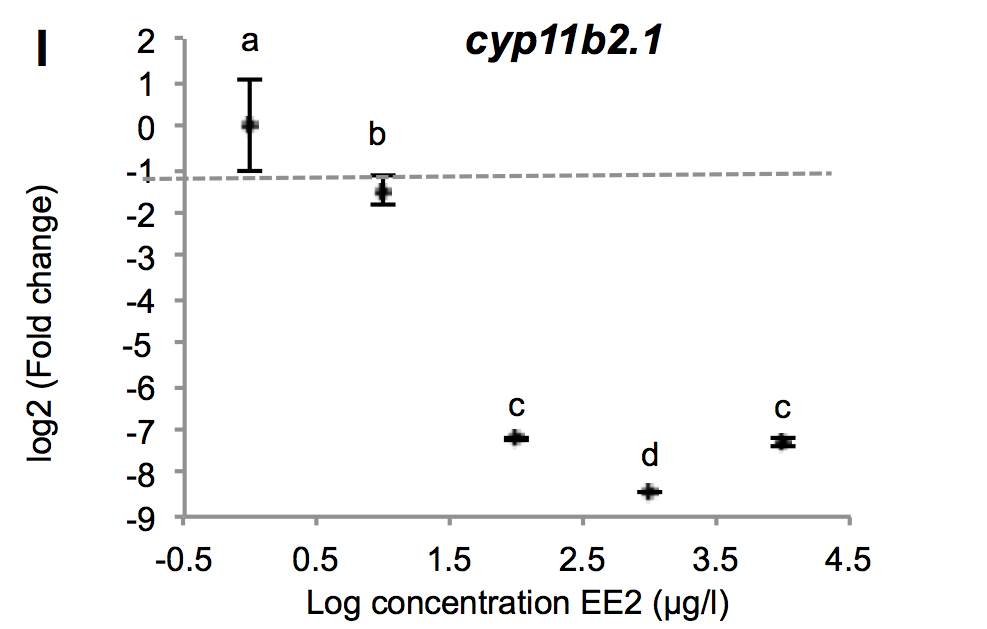

**Supplement:** S3 Supporting Information — Genes expression profiles of dmrt1, sox9a2, cyp11b, vtg, esr1a, esr2b, in the testis of juvenile rainbow trout chronically exposed to EE2, measured by Q-PCR.

# Supplementary material for: Adaptation of a Bioinformatics Microarray Analysis Workflow for a Toxicogenomic Study in Rainbow Trout
**Source:** PLoS One. 2015 Jul 17;10(7):e0128598. doi: 10.1371/journal.pone.0128598
**Supplement:** S1 Table

**S1 Table. Sheffe’s contrasts comparisons’** **output from R software.** The table below provides d**etailed results (number of differentially expressed genes (DEGs), with redundancy) for the 10 pairwise Sheffe’s contrasts comparisons made in our microarray analysis.** C and CTL : control, T 1-4 : the four EE2 concentrations tested and their value in microgram per litre. Figures give the number of genes significantly differentially over-expressed (1), under-expressed (-1) and not differentially expressed (0) in testis of juvenile rainbow trout, between each experimental conditions compared.

How the deposited data were processed for this re-analysis (not part of the article)

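Gene expression was measured in gonads of all-male rainbow trout exposed to the solvent or to 0.01, 0.1, 1 or 10 μg/L of EE2. Each of the 5 groups had 3 tanks with 2 pools of gonads per tank, and each pool was hybridised to 1 single-color Agilent array, so that 6 arrays per group and 30 in all were analysed. The concentration, tank and pool of each array were taken from the labels deposited with the scanner files and from the supplementary tables of the paper. For 3 pairs of pools of the same concentration, the labels of the scanner files and those of the authors' tables are exchanged. The scanner files' labels were used, and the tables' labels were tried as an alternative. The exchange does not cross concentrations, so it bears on the tanks and replicate numbers and not on contrasts between concentrations fitted without them.

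The authors scanned the arrays and read the spots with Agilent's Feature Extraction software, which subtracts a background from each spot. The processed signal in the deposited scanner files is an intensity on a linear scale that was not normalised between arrays. The same files hold the median intensity of each spot and of its local background and marks for spots that are outliers, saturated or well above background, all as the authors deposited them. The authors also deposited a table of log2 values, which they made with the AMEN software by taking log2 of the processed signal and quantile normalisation over the 30 arrays.

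From the processed signal, control spots were left out, the spots of a probe were averaged, log2 was taken, and quantile normalisation was applied over all arrays. A spot marked as an outlier was left out where another spot of the same probe remained. Arrays had between 1 and 103 such spots. Between 1 and 99 probes per array (median 5.5) had only such spots and kept their value. The normalised values cover 60195 probes with 60190 distinct names. The analysis used R 4.3.3 with limma 3.58.1 for all tests across probes, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 for reading the files and drawing. A linear model with 1 mean per concentration was fitted with lmFit to all arrays without covariates. The 10 contrasts between concentrations were taken with contrasts.fit and moderated with eBayes, with 2.89 prior degrees of freedom, and p-values were adjusted by the Benjamini-Hochberg procedure within each contrast. The threshold was an adjusted p of 0.05. The moderated F test over the 4 differences from the control stands in the place of the paper's analysis of variance. The Total intersection holds the probes past this threshold in CT1 and CT2, the Stringent intersection those with an adjusted p below 0.01, a fold change over 1.5 in both contrasts and a group mean above the median in at least 1 group, and the Specific intersection those of the Total intersection with an adjusted p of 0.05 or more in both CT3 and CT4. Tanks of a group were compared with limma on the 4 arrays of each pair of tanks, in 15 comparisons. All adjusted p-values given for probes come from limma. Correlations across arrays were tested with 1e+05 permutations.

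The probes given by name were fixed by a rule before their values were known. It takes the genes of Tables 4, 5 and 6, the probes of S4 Supporting Information, the genes of section 6.6 of the paper and, in each direction, the 5 probes of the Stringent intersection with the largest fold change in CT1. The array files name most probes by the identifiers of the design. A few carry the name of a gene, and none of these is a gene of Table 4 or of section 6.6. Of the probes, 7 have a RefSeq accession as their name and 4 of these accessions are in the gene table of the reference used here. The genes of Table 4 and of section 6.6, the pathways and the gene ontology terms were therefore not analysed here. The genes of Tables 5 and 6 were identified as the single probe whose fold changes and adjusted p in CT1 and CT2 match the 4 printed values. The rule asked for a match after rounding. Truncated digits were also accepted, since the paper's tables hold both, and the match was made in a limma fit to the deposited log2 values. It is not evidence for the values themselves. A gene without such a match was left out, and the values of 1 other gene of the tables enter the counts but are not reported here by themselves. A probe outside this rule, TC105589, is given for its rise on a single array and was singled out after its values had been seen.

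The fit, the intersections and the comparison of tanks were tested on simulated data with known changes. Values were drawn for all 60195 probes from the means and the spread of the real arrays, with 200 probes changed. They were drawn independently for each probe and array and were not normalised. The handling of spots, the normalisation and differences between whole arrays were thus not tested, and the real data have far more changed probes. For CT1, 45 of 100 probes changed 2-fold and 79 of 100 changed 4-fold were recovered, with 6 calls among the other probes. For CT2 these numbers were 40 and 78 of 100, with 3 other calls. In CT3, 18 of 50 and 42 of 50 were recovered, and in CT4 18 of 50 and 40 of 50. The F test recovered 133 of 200 probes, the Total intersection 111 of 200, the Stringent intersection 68 of 127 and the Specific intersection 55 of 100. The median background of an array was 27 to 42 intensity units.

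The alternatives tried were scaling to the 75th percentile, quantile normalisation before log2, the deposited log2 values, probes well above background on at least 3 of 6 arrays in a group, the tank as a random block, the mean of the pools of a tank, the replicate number and the slide as blocks, array weights, an intensity trend in eBayes, Scheffe's criterion, fits with only the groups compared, other thresholds and filters of the intersections, probes with the same name counted once, and leaving out each array in turn. Background correction by normexp on the mean spot signal was planned and was not run, since that column is absent from the files. Normexp with an offset of 50 on the median spot signal was added in its place. The brightness of an array as a covariate, the tables' labels for the exchanged pools, and leaving out or masking the arrays with a dim middle were also added once the data had been seen. The dim middle is the middle 4 of 16 blocks of the array. Unchanged groups were simulated 20 times against the control arrays to find the overlap that a shared control gives. As these simulations called almost no probes, CT1 was also taken against 3 controls and CT2 against the other 3, in all 20 choices of 3, a test added once the data had been seen. An unrelated CT2 was drawn 100 times from the residuals of arrays at 0.1, 1 and 10 μgEE2/L for comparison. For each count of probes, 100 splits of the arrays into groups of the same sizes were fitted, the real one among them. Lists of muscle and liver genes were written from the names in the array files before they were tested. The copy of S4 Supporting Information used here lists 27 of the paper's 29 probes, so no overlap test was run on it.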

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

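The tests of a wrong dose label, of muscle and liver tissue by the place of the low probes, of a shared slide and of failed regions at the same place were chosen after the result had been seen. For each group of 6 arrays, the highest and the lowest array were compared with the rest by the gap to the nearest array over the whole range, against the 95% critical value of Dixon. This was done for 20 measures of whole arrays and for 110 groups of values of single probes, of which 2 and 4 held an array apart. Chance alone sets an array apart in about 1 of 20 groups, so 4 of 110 probe groups are no more than chance would give.

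Replicate 4 of the control had a mean correlation of 0.925 with the other controls, where the other controls had between 0.952 and 0.966 with their own group. The paper does not report this. Weak signal on the array would leave the bright probes close to the group, but 1034 bright probes lay over 4-fold from the group median, against at most 64 on another control. The slide is argued against by the other arrays on it, with a median of 378 probes over 4-fold from their group median, while this array had 3030 probes over 4-fold below it alone. Of 7 probes of muscle genes named in the array files, 6 were well above background on at least 15 of the 30 arrays, so the list is also expressed in these gonads, and its median on this array was 0.39 above the group median on the log2 scale. The most abundant of the list, Fast_myosin, lay -2.38 from the group median. On replicate 1 at 0.1 μgEE2/L, the other array with a dim middle, it lay -7.27 from its group median. Its low value therefore does not decide on muscle tissue. The median of 4 probes of liver genes was 1.43 above the group median, which by itself is what liver tissue in the pool would give. Only 1 of the 4, named phosphoenolpyruvate, was well above background on at least 15 arrays, and it was 0.39 above the group median, while the largest rise was 3.31 for the dim probe of the glucose transporter Glut2. Transcripts of another tissue have no place on the array, and neither has a dose, and 96.2% of the low probes lay in its middle. Muscle or liver tissue and a wrong dose label are therefore argued against as the whole cause of the low probes. The 1596 probes over 4-fold above the group median were not tested by place as a set. A small admixture of muscle or liver stays open. A spatial defect has the value it needs, with a share of deviating probes 24.5 times higher in the densest than in the sparsest of 16 blocks. Outside the middle, the mean correlation with the other controls was 0.955, still the lowest of the controls, of which the next was 0.957. A candidate explanation is a failed region in the middle of the array during hybridisation or washing. No biological explanation was tested, since the design names none for a region of an array.

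Replicate 1 at 0.1 μgEE2/L had a mean correlation of 0.910 with its group, where the other arrays had between 0.952 and 0.962. The same tests were run. There were 779 bright probes over 4-fold from the group median, against at most 11 on another array of the group, which argues against weak signal. The other arrays of its slide had a median of 479 deviating probes. The medians of the muscle and the liver list were 0.28 and 0.99 above the group median, and 98.9% of the low probes lay in the middle of the array, which argues against another tissue and a wrong dose label as the whole cause. The densest block had 82.9 times the share of the sparsest, and outside the middle the correlation with the group was 0.971. These values are consistent with a failed region here as well. The arrays lie on 2 slides, which argues against a shared slide. They share 1331 of their low probes (3030 and 2983), where 150 would be shared if the arrays were unrelated, and 100% of the shared probes lie in the middle 4 of 16 blocks. Failed regions at the same place on both arrays may thus account for the shared probes. What made the region fail was not tested, and again no biological explanation was tested.

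Of the 4 probe groups with an array apart, 2 involve these arrays and probes in the middle. The probe of cdkn1b had a log2 signal of 2.46 on replicate 4 of the control, against 3.89 to 4.53 on the other controls. The probe of THEG had 8.62 on replicate 1 at 0.1 μgEE2/L, against 13.03 to 13.69 on the other arrays. A spatial defect (24.5 and 82.9 times between blocks) is a candidate explanation for both. Since the low value of cdkn1b is a control value, it raises the fold changes of this probe in every contrast against the control.

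The remaining 2 are on arrays with no such region. Replicate 3 at 1 μgEE2/L had a log2 signal of 10.41 for si:dkey-162h11.2, against 10.91 to 11.19 on the other arrays of the group. Replicate 4 at 0.1 μgEE2/L had 5.38 for cyp2m1, against 6.48 to 7.10. These probes are from Table 6, where si:dkey-162h11.2 was over-expressed with EE2 and cyp2m1 under-expressed, so the former value lay on the side of the control and the latter away from it. No explanation was tested for these 2 values, technical or biological, and their number is within what chance gives.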

How the results depend on the processing

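The alternatives were set before the data were examined, except for normexp on the median spot signal, the brightness of the array as a covariate, the tables' labels of the exchanged pools, the deposited values in the comparison of tanks, and leaving out or masking the pair of arrays with a failed middle, whose tests were chosen after the result had been seen. Background correction by normexp on the mean spot signal was planned and not run, since the column is absent. A number of probes is called similar below where it is within 1.5 times the number first given. The cause of a change was not tested unless it is stated.

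The number of probes past the F test at the threshold of 0.05 stayed between 22519 and 39909 under every alternative tried for it, and the number of Table 6 probes past the thresholds between 14 and 16 of 16. With the 10 contrasts, most alternatives gave similar numbers, apart from the contrast of 1 against 10 μgEE2/L. Its 2 probes became 1 with scaling to the 75th percentile, with the detected probes only, with the tank as a random block, with the slide as a block, with the intensity trend and with normexp on the median signal. The order of the contrasts from CT1 to CT4 held in 48 of 51 settings.

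Scheffe's criterion is stricter by construction. It left 638 probes in CT1, 7156 in CT2, 12035 in CT3 and 13861 in CT4. Between exposed groups it left 2343 for 0.01 against 0.1, 4524 for 0.01 against 1, 4985 for 0.01 against 10, 401 for 0.1 against 1, 2115 for 0.1 against 10 and 0 for 1 against 10 μgEE2/L, where 2887 probes had an unadjusted p below 0.05 in limma. The Total, Stringent and Specific intersections then held 601, 168 and 18 probes, and 2 of the 7 Table 5 probes met the definition of the Specific intersection.

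Array weights raised the numbers to 12798 in CT1, 23604 for 0.01 against 1, 27011 for 0.01 against 10, 12715 for 0.1 against 1, 23762 for 0.1 against 10 and 2229 for 1 against 10 μgEE2/L, and to 9513, 3842 and 443 in the Total, Stringent and Specific intersections, with 2 Table 5 probes. The weight of replicate 4 of the control was 0.172. Leaving out this array and replicate 1 at 0.1 μgEE2/L gave 5622 probes in CT1, so these arrays do not account for the rise by themselves.

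Scaling to the 75th percentile gave 5678 probes for 0.1 against 1 μgEE2/L and left 1 Table 5 probe. It also moved the share of higher probes among the calls by over 10 percentage points in CT3 and CT4, to 34.5% and 36.7%, and in CT1 normexp on the median signal moved it to 24.3%. With only the groups compared in the fit, which leaves fewer arrays to estimate the spread, CT1 called 2862 probes and CT2 10385, the intersections held 2284, 426 and 93, and 3 Table 5 probes were left. With the mean of the pools of a tank, which leaves 3 values per group, CT1 called 2579, 0.1 against 1 μgEE2/L 2205 and 1 against 10 μgEE2/L 0, the intersections held 2368, 548 and 76, and 3 Table 5 probes were left. Under the tables' labels the tank means gave 2360 for CT1, 1657 for 0.1 against 1, 8974 for 0.1 against 10 and 0 for 1 against 10 μgEE2/L, and 2167, 309 and 57 in the intersections. The tank as a random block under the tables' labels gave 0 probes for 1 against 10 μgEE2/L. The consensus correlation within tanks was 0.0449 with the scanner files' labels and 0.0666 with the tables'. The slide as a block left 2 Table 5 probes, and CT1 called 3931. Normexp on the median signal left 3 Table 5 probes. A fold change over 2 left 669 probes in the Stringent intersection, and the unadjusted p 2670, as a stricter and a looser filter do by construction.

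The replicate numbers do not pair the arrays. The correlation of the deviations of 2 arrays with the same number ranged from -0.455 to 0.427 over 60 pairs (median 0.0189, 21 over 0.1), and for other numbers the median over 300 pairs was -0.0158. With the replicate number as a block, CT1 called 4783 probes and 3 Table 5 probes met the definition. Under the tables' labels, the replicate block gave 0 probes for 1 against 10 μgEE2/L.

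With the brightness of the array as a covariate, 0.1 against 1 μgEE2/L called 1729 probes, 0.1 against 10 μgEE2/L 4792 and 1 against 10 μgEE2/L 5, and the Specific intersection held 491. Without the pair of arrays with a failed middle, the numbers were 5700 for 0.1 against 1 μgEE2/L, 6 for 1 against 10 μgEE2/L and 428 for the Specific intersection. Masking the middle of these arrays gave 4 probes for 1 against 10 μgEE2/L and 6135 for CT1. Of the arrays at 0.1 μgEE2/L, 2 were clustered with the higher concentrations, 6 with the Euclidean distance and 0 with the probes outside the middle.

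The comparison of tanks called 0 probes in limma, with 960 to 11267 at an unadjusted p below 0.05. Scaling to the 75th percentile, the detected probes and the probes outside the middle also gave 0. The fit on all arrays called 44 and the F test 6. Under the tables' labels these numbers were 92, 29 for all arrays and 10 for the F test, and the deposited values gave 91.

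With each array left out in turn, the number of probes past the F test ranged from 27543 to 31650. CT1 ranged from 2928 without replicate 3 of the control to 7380 without replicate 6 of the control, CT2 from 13958 to 17558, CT3 from 21798 to 26523 and CT4 from 23840 to 28292. The contrast of 0.01 against 0.1 μgEE2/L ranged from 5305 to 7217, 0.01 against 1 from 9739 to 14198, and 0.01 against 10 from 12004 to 18190. For 0.1 against 1 μgEE2/L the range was 1692 without replicate 3 at 1 μgEE2/L to 5941 without replicate 2 at 0.1 μgEE2/L, for 0.1 against 10 it was 9134 without replicate 3 at 10 μgEE2/L to 17981, and for 1 against 10 it was 0 to 103, the latter without replicate 4 at 10 μgEE2/L. The Total intersection ranged from 2643 to 6303 and the Stringent from 802 to 2469, in both cases without replicate 3 and without replicate 6 of the control. The Specific intersection ranged from 105 without replicate 3 at 0.01 μgEE2/L to 321, Table 5 from 3 without replicate 1 or 4 at 0.1 μgEE2/L to 6, and Table 6 was 16 to 16.

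The probes given by name were followed under 47 alternatives, which leave out Scheffe's criterion and the detected probes only. Of the 59 probes, 57 were called in CT1, and 30 of these were called under all 47. In CT2 58 were called and 45 kept, in CT3 30 and 24, and in CT4 33 and 27. Over 2773 values per contrast, CT1 calls were lost in 179 and gained in 6, CT2 calls in 83 and 3, CT3 calls in 49 and 38, and CT4 calls in 48 and 41, and 0 called changes changed sign. Signal over background limits what can be said of dim probes, since between 75.4 and 88.1% of the probes were well above background on an array.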

Differences from the paper's values

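The tests under the tables' labels and the deposited values in the comparison of tanks were chosen after the result had been seen.

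In the comparison of tanks, the paper's supplementary table gives 62 probes over 15 comparisons, and 0 were called here in limma, with 960 to 11267 probes per comparison at an unadjusted p below 0.05. Of the alternatives set before the data were examined, the fit on all arrays (44 probes) lies within 1.5 times the paper's value. Scaling to the 75th percentile (0), the detected probes (0) and the F test (6) do not. Of the 44 probes, 25 are between tanks 1 and 2 at 0.1 μgEE2/L and 1 is between tanks 1 and 3 at 10 μgEE2/L. The paper gives 0 for both of these comparisons, so the similar total is not a match by comparison. The tables' labels (92) and the deposited values (91) also lie within 1.5 times, and were chosen after the values had been seen. Their calls are all between tanks 1 and 2 at 10 μgEE2/L, where the paper gives 0.

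By comparison, the paper gives 13 probes between tanks 1 and 2 of the control, 2 between tanks 1 and 3 and 20 between tanks 2 and 3, and 0 were called here in each. The fit on all arrays gave 2, 0 and 1, which still differ. At 0.01 μgEE2/L the paper gives 2, 8 and 2 probes in the same order, and 0 were called here. The fit on all arrays gave 2 between tanks 1 and 2 and 3 between tanks 2 and 3, within 1.5 times the paper's values, and 0 between tanks 1 and 3, which is not. At 0.1 μgEE2/L the paper gives 5 probes between tanks 1 and 3 and 8 between tanks 2 and 3, and 0 were called here. The fit on all arrays gave 7, within 1.5 times, and 2, which is not. Under the tables' labels, chosen after the values had been seen, it gave 11 between tanks 2 and 3. At 10 μgEE2/L the paper gives 2 probes between tanks 2 and 3 and 0 were called here, with 1 in the fit on all arrays and 2 under the tables' labels, again chosen after the values had been seen. In each of these comparisons, scaling to the 75th percentile and the detected probes gave 0 and also differ from the paper.

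The paper lists FOXL2 among the genes changed at the lower concentrations and not at the higher ones. Its probe was also called in CT3 and CT4, with adjusted p of 0.029 and 0.02 in limma. The calls are lost in 11 of 47 alternatives in CT3 and in 6 of 47 in CT4. Scheffe's criterion, which the methods name, was not among the 47, so a difference from the paper under it was not examined.

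The paper states that the expression level of the genes of Table 6 increased with the concentration, which is read here as the size of the change. Of the 16 probes, 1 (ADAR) changed further at each of the 4 concentrations, and for 11 the change was largest at 0.1 μgEE2/L. The order above 0.1 μgEE2/L is mostly not resolved. In limma the difference between 0.1 and 1 μgEE2/L was called for 1 probe, he2, whose change grew, and that between 0.1 and 10 μgEE2/L for 4, of which he2 changed further at 10 μgEE2/L and Unknown (h), dnaaf2 and cyp2m1 changed less.

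The methods name Scheffe's criterion. The numbers printed in Fig 2 are reached by limma with Benjamini-Hochberg adjustment alone on the deposited log2 values, an alternative set before the data were examined, and Scheffe's criterion gives 638 probes in CT1.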

Other observations

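The tests of the exchange of whole arrays, of EE2 or a wrong label in the control pools, and of the shared control arrays were chosen after the result had been seen.

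For 3 pairs of pools, the scanner files and the authors' tables have the arrays exchanged. These are replicates 2 and 4 of the control, replicates 1 and 6 at 0.1 μgEE2/L and replicates 4 and 5 at 10 μgEE2/L. The median difference between an array and the column of the same label was 0.472 to 0.672 on the log2 scale, and 0.001 to 0.003 for the column of its partner. All 6 arrays match a partner's column and not their own, which is consistent with an exchange of whole arrays. Which set of labels is right stays open. With limma on the 4 arrays of each pair of tanks, the paper's numbers between tanks were met in 5 of 15 comparisons under the tables' labels and in 6 under those of the scanner files, and in 0 of the 9 comparisons where the paper gives a number above 0 under either. In the fit on all arrays, the number was that of the paper in 2 of these 9 under the tables' labels and in 1 under those of the scanner files. Whether the paper used the tables' labels for the test of tanks cannot be told apart from the other case, since neither set gives most of its numbers. Both arrays with a failed middle belong to exchanged pairs. No biological explanation was tested, as an exchange of labels has none.

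Within the groups, the position on the first principal component followed the brightness of the array. The correlation was 0.81 in the control, 0.67 at 0.01 μgEE2/L, 0.75 at 0.1 μgEE2/L, 0.36 at 1 μgEE2/L and 0.30 at 10 μgEE2/L (Pearson r, n = 6 arrays each, not tested by group), and on the 4 slides it was 0.76, 0.74, 0.45 and 0.61. The slide is argued against, since r within groups and slides was 0.63. Brightness as the whole cause of the calls against the control is argued against as well. With it as a covariate, 76.5% of the CT4 calls were kept and CT4 called 21970 probes. A part of the differences between pools may still come with the brightness, and the contrast of 0.1 against 10 μgEE2/L fell to 4792 probes with the covariate. The paper does not report this relation. Whether the pools differ in tissue or in RNA was not tested, and no biological explanation was tested.

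Replicates 2 and 6 of the control were closer to the arrays at 0.01 μgEE2/L than to the other controls. The mean correlation with the other controls minus that with 0.01 μgEE2/L was -0.0164 and -0.0232. With the trend of brightness removed the higher of these was -0.0007, with slide effects removed -0.0081, and outside the failed middle of replicate 4 -0.0105. The sign thus stayed, which argues against brightness, the slide and the failed region as the whole cause, though with the trend of brightness removed replicate 2 was nearly as close to the controls. If these pools held EE2 or had a wrong label, the probes of Table 6 would lie near their level at 0.01 μgEE2/L. On these probes the positions, as the percent of the way from the other controls to 0.01 μgEE2/L, were 2.02 and 20.2, where the other controls had -24.7 to 19.2 and the arrays at 0.01 μgEE2/L 83.9 to 120, which goes against both. The probes of Table 6 were chosen by the paper from these arrays, so these values do not decide by themselves. On the probes that differ over 4-fold between the control and 0.01 μgEE2/L, with the array in question left out of the control mean, the positions were -79.8, 106, -28.9, -29.3, -65.5 and 118 for replicates 1 to 6. These values go with EE2 in the pools or a wrong label. Without the use of Table 6, the probes were counted on which an array was at the control level and over 4-fold outside the arrays at 0.01 μgEE2/L. There were 152 and 84 on replicates 2 and 6, within the 13 to 200 found on the arrays at 0.01 μgEE2/L when each was left out, and 364 to 2257 on the other controls. Replicates 2 and 6 shared 21 such probes, where the 15 pairs of arrays at 0.01 μgEE2/L shared 0 to 19, a count added once the number on each array had been seen, as was the choice to ask for both counts. The former goes with a wrong label and the latter lies just above what it gives, so EE2 in the pools and a wrong label stay open. A difference in the state of the gonads between pools stays open as well, and no biological explanation was tested, since the design does not describe single pools. CT1 called 5621 probes without replicate 2 and 7380 without replicate 6.

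The 4191 probes in the overlap of CT1 and CT2 were called against the same controls. With CT1 against 3 controls and CT2 against the other 3, in all 20 choices of 3, a median of 95.0% of the CT1 calls had the same sign in CT2 (75.1 to 98.8%). In 100 draws of an unrelated CT2 from unchanged groups, this median was 32.5 to 72.2%. The number called in both was 710 to 3168, a median of 3.73 times the number that unrelated contrasts give. A first form of the test asked for over 2 times this number in every choice, which held in 19 of 20, with 1.85 times in the other. It was replaced by the draws once these values had been seen. The shared control arrays are argued against as the whole cause of the overlap. The part of it that they add stays open, since the correlation of CT1 and CT2 over all probes was 0.711 with all controls shared and a median of 0.467 with none (0.264 to 0.606). A shared response to EE2 was not tested apart from other differences between the control and both exposed groups, and stays open.

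Of the probes called in CT1, 1903 were also called between 0.01 and 10 μgEE2/L. Of these 1575 moved further in the same direction at 10 μgEE2/L and 328 moved back, 61 of them past the control with a call in CT4 in the other direction. Since such probes are selected partly for chance values of the arrays at 0.01 μgEE2/L, the selection was repeated with 3 of these 6 arrays, in all 20 choices of 3, which gave 34 to 439 probes (median 87.5). The mean of the 3 arrays left out lay beyond both the control and 10 μgEE2/L for a median of 90.6% of them (81.3 to 95.5%). Chance values of the arrays at 0.01 μgEE2/L are thus argued against as the cause. The arrays of the control and of 10 μgEE2/L were the same in the selection and in the test, so their chance values stay open. A response at 0.01 μgEE2/L that is not kept at 10 μgEE2/L is a hypothesis consistent with these values. Brightness and the slide were not tested for these probes and stay open.

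For each number of probes, 100 splits of the arrays into groups of the same sizes were fitted, the real split among them. Only 1 split, the real one, gave a number as large in CT2, CT3 and CT4 and in the F test. The same held for the Total and Stringent intersections and for 0.01 against 0.1, 0.01 against 1, 0.01 against 10 and 0.1 against 1 μgEE2/L. This is the smallest share that 100 splits can give, and it is not adjusted for the 16 results tested. Other splits called up to 18211 probes in CT3 and 14927 in CT4, with a median of 0 in each. Chance is thus argued against as the cause but not excluded. For CT1 it was 3 of 100, with up to 8419 probes in another split. This share is below 0.05 and also not adjusted, so chance is argued against less firmly there. The other 2 splits differ in brightness by at least 0.48 on the log2 scale, as do 12 of the 100, and the real groups by 0.30. For 0.1 against 10 μgEE2/L it was 2 of 100. The other split called 15307 probes, with a difference in brightness of 0.66 that was as large in 2 of the 100, and the real groups differ by 0.57. With brightness as a covariate this contrast called 4792 probes. For 1 against 10 μgEE2/L it was 2 of 100, with 1052 probes in the other split, and for the Specific intersection 2 of 100, with 1093. These shares are not adjusted either. For Tables 5 and 6, only 1 split each gave as many probes, but these probes were chosen by the paper from the same arrays, so the splits do not decide.

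Some probes rose over 64-fold above the group median on a single array. There were 68 on replicate 4 of the control, 16 of them in the middle of the array, 52 on replicate 1 at 1 μgEE2/L, 43 on replicate 6 of the control and at most 23 on any other array. The largest was TC105589, which rose by 13.24 on the log2 scale on replicate 4 of the control, and no other array had such a rise for it.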
